# Single cell analysis reveals inhibition of angiogenesis attenuates the progression of heterotopic ossification in *Mkx*^*−/−*^ mice

**DOI:** 10.1038/s41413-021-00175-9

**Published:** 2022-01-07

**Authors:** Junxin Lin, Yuwei Yang, Wenyan Zhou, Chao Dai, Xiao Chen, Yuanhao Xie, Shan Han, Huanhuan Liu, Yejun Hu, Chenqi Tang, Varitsara Bunpetch, Dandan Zhang, Yishan Chen, Xiaohui Zou, Di Chen, Wanlu Liu, Hongwei Ouyang

**Keywords:** Bone, Pathogenesis

## Abstract

Tendon heterotopic ossification (HO) is characterized by bone formation inside tendon tissue, which severely debilitates people in their daily life. Current therapies fail to promote functional tissue repair largely due to our limited understanding of HO pathogenesis. Here, we investigate the pathological mechanism and propose a potential treatment method for HO. Immunofluorescence assays showed that the Mohawk (MKX) expression level was decreased in human tendon HO tissue, coinciding with spontaneous HO and the upregulated expression of osteochondrogenic and angiogenic genes in the tendons of *Mkx*^*−/−*^ mice. Single-cell RNA sequencing analyses of wild-type and *Mkx*^*−/−*^ tendons identified three cell types and revealed the excessive activation of osteochondrogenic genes during the tenogenesis of *Mkx*^*−/−*^ tendon cells. Single-cell analysis revealed that the gene expression program of angiogenesis, which is strongly associated with bone formation, was activated in all cell types during HO. Moreover, inhibition of angiogenesis by the small-molecule inhibitor BIBF1120 attenuated bone formation and angiogenesis in the Achilles tendons of both *Mkx* mutant mice and a rat traumatic model of HO. These findings provide new insights into the cellular mechanisms of tendon HO and highlight the inhibition of angiogenesis with BIBF1120 as a potential treatment strategy for HO.

## Introduction

The tendon anchors muscle to bone and transmits the forces generated by musculoskeletal tissues to enable body movement. Increasing incident rates of tendon injuries due to strenuous exercise or age-related degeneration are becoming increasingly challenging for medical personnel. Tendon heterotopic ossification (HO), which is characterized by endochondral bone formation in tendons, is the major histological feature of tendon injury or tendinopathy at later stages^1,2^. However, the lack of knowledge about the pathogenesis of HO has hampered the development of effective therapies. Current clinical treatment options for HO are limited to physical therapy, the use of nonsteroidal anti-inflammatory drugs and surgical excision of the ectopically formed bone, which may cause frequent complications and a high recurrence rate^3^. Therefore, better understanding the cellular and molecular mechanisms of HO will provide new clues for novel therapeutic or prophylactic approaches.

Progenitor cells contributing to tendon HO have been evaluated by lineage tracing^4^. Recent studies have shown that Scleraxis (Scx)-expressing tendon progenitor cells contribute to HO in trauma or hyperactive bone morphogenetic protein (BMP) induced heterotopic ossification models. Constitutive expression of the active form of the type I BMP receptor ACVR1 in Scx-expressing cells results in a clear HO phenotype in mouse joints and tendons, even in the absence of injury. These pioneering studies indicate that the ectopic activation of osteogenic signaling confers osteogenic differentiation potential in tendon progenitor cells. However, various subpopulations of tendon resident cells exist^5–8^, and their contributions to the HO process has not been studied.

Mohawk (Mkx) is a tendon-specific transcription factor, and its mutation causes tendon HO in mice and rats^9–13^. Using *Mkx* knockout rodent models, recent studies revealed that tendon-derived cells exhibited increased expression levels of chondrogenic markers and accelerated chondrogenic and osteogenic differentiation during the progression of HO^13,14^. These studies provide critical information about the tendon HO phenotype and suggest that *Mkx* knockout animals can be employed as an appropriate model to study the cellular and molecular mechanisms governing the progression of HO.

In this study, we utilized *Mkx*^*−/−*^ mice as a model of tendon HO to explore its pathogenesis and potential treatments. Our results at the single-cell level suggest that tendon progenitor cells commit to an osteoblastic fate during HO progression. Moreover, tendon HO was shown to be associated with the upregulated expression of proangiogenic genes in all tendon cell clusters. Inhibition of angiogenesis by the small molecule BIBF1120 attenuated bone formation and angiogenesis in both the *Mkx*^*−/−*^ mouse degenerative HO model and the rat traumatic model of HO.

## Results

### MKX is suppressed in human HO, and *Mkx* knockout leads to HO in mouse tendons

To assess the potential involvement of MKX in human HO pathogenesis, we evaluated the expression of MKX in the tendons of normal individuals and HO patient by immunofluorescence analysis. Hematoxylin and eosin (H&E) staining revealed HO in human tendons with clear tendon layers, well-developed bone and their interface. Osteocalcin-positive (OCN^+^) osteoblasts were present at the interface and bone region. The MKX protein was detected in tendon cells from normal individuals (Fig. 1a). However, in the HO samples, the expression of MKX was dramatically decreased (Fig. 1a), indicating that MKX is involved in tendon HO in humans.

**Fig. 1:**
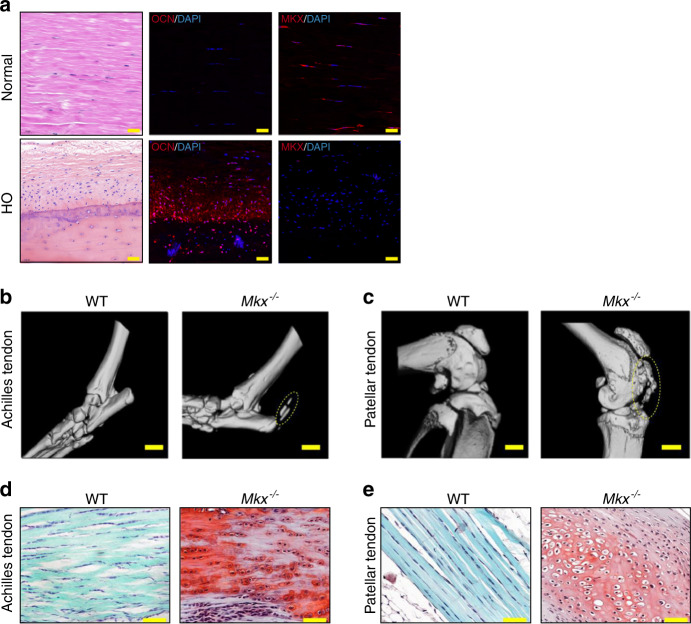
Mkx deficiency causes tendon heterotopic ossification. **a** HE (left) and immunofluorescence staining of OCN (middle) and MKX (right) in the tendons of normal individuals and HO patients. Scale bar, 50 μm. **b, c** Micro-CT examination of Achilles tendons (**b**) and patellar tendons (**c**) from WT and *Mkx*^*−/−*^ mice. Scale bar, 1 mm. **d, e** Safranin O-Fast green staining of Achilles tendons (**d**) and patellar tendons (**e**) from WT and *Mkx*^*−/−*^ mice. Scale bar, 50 μm

Previous studies reported HO in the Achilles tendons of *Mkx*-deficient rats and mice^13,14^, but whether tendons from other sites are affected and how HO develops remain unknown. To further characterize the tendon heterotopic ossification phenotype, we analyzed wild-type (WT) and *Mkx*^−^^*/*^^−^ mice by microcomputed tomography (micro-CT) and histological staining. As expected, ectopic bone was clearly observed in the Achilles tendons of *Mkx*^*−/−*^ mice, confirming previously reported HO phenotype (dotted circles in Fig. 1b)^14^. Importantly, the *Mkx*^*−/−*^ mice also exhibited a clear and detectable heterotopic bone formation phenotype in their patellar and tail tendons at 8 weeks of age (dotted circles in Fig. 1c and Supplementary Fig. S1). To further confirm the HO phenotype in *Mkx*^*−/*−^ tendons, we performed safranin O and fast green (SOFG) staining. In WT Achilles and patellar tendons, clear elongated nuclei labeled by dark blue staining lined the extracellular matrix (stained a light blue), which is a characteristic of tendon architecture (Fig. 1d, e). In contrast, abundant proteoglycans, indicated by red staining, and chondrocytes with rounded nuclei were observed in the Achilles and patellar tendons of *Mkx* mutants, confirming the characteristic chondral lesions and endochondral ossification observed in HO (Fig. 1d, e). These observations confirm that *Mkx* deficiency leads to HO in both Achilles, patellar and tail tendons. Taken together, these results indicate that *Mkx* knockout mice represent a suitable model for elucidating the pathogenic mechanisms of tendon HO.

### Upregulation of osteochondrogenic and angiogenic genes in HO tendons

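Bulk RNA-seq measures the RNA of a whole tissue, with all its cell types together. Tail tendons from 3 WT mice and 3 *Mkx*-/- mice were sequenced on the Ion Proton system. The paper gives the age of the mice as 4 weeks, and the sample labels give 3 weeks. The authors removed adaptor sequences and low-quality reads, aligned the remaining reads to the mouse genome build mm9 with MapSplice, and deposited the number of reads counted on each of 44788 gene symbols without normalization. The paper's text does not name the program that counted the reads, its annotation, or its treatment of strand and of reads with several matches, so the counts of close paralogs and of genes that overlap on the opposite strand are uncertain. The libraries held 12651140, 11798036 and 14160301 counts in WT mice, with a median of 12651140, and 10835070, 12631567 and 11065090 counts in *Mkx*-/- mice, with a median of 11065090. *Col1a1*, *Col1a2* and *Sparc* together took 42.0%, 48.5% and 48.4% of the counts in the WT libraries and 34.8%, 28.3% and 28.5% in the *Mkx*-/- libraries, so scaling by the total count alone would raise most other genes in *Mkx*-/- tendons. The counts were therefore scaled with edgeR's TMM normalization and are given below as normalized CPM, in which each library is brought to a common size. Genes with too few counts were removed with filterByExpr, which left 14550 genes, and the genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called upregulated or downregulated at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, the thresholds of the paper's Methods, where DESeq2 was the tool. The biological coefficient of variation between replicates was 0.196. With 3 mice per group, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so the p-values come from models that share the spread across genes.
The knocked-out gene was measured first. *Mkx*, on the minus strand of chromosome 18 from 6934964 to 7004777 in mm9, had 1825, 1381 and 1685 counts in the WT libraries and 620, 589 and 491 counts in the *Mkx*-/- libraries. Its normalized level was 138 ± 4.92 CPM (SD, n = 3) in WT and 45.7 ± 9.68 CPM (SD, n = 3) in *Mkx*-/- tendons, a log2 fold change of -1.60 (standard error 0.16, adjusted p = 0.00183 from edgeR's quasi-likelihood test). Reads on *Mkx* thus remained in all 3 *Mkx*-/- libraries. The counts are per gene and do not show which exons of *Mkx* these reads came from, so the fold change does not measure the loss of the targeted sequence. Counts on the Y-linked gene *Ddx3y* were 301 in WT replicate 3 and 0 in the other 5 libraries, and *Xist* had 1 count in WT replicate 3 and between 1289 and 1866 in the others, so that 1 library came from a male mouse and 5 from female mice.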

To investigate the molecular mechanism of tendon HO, we first performed bulk RNA sequencing (RNA-seq) on tail tendons isolated from 4-week-old *Mkx*^*−/−*^ and WT mice. We then analyzed differentially expressed genes (DEGs) between *Mkx*^*−/−*^ HO and WT control tissues to identify genes that are potentially involved in HO (using cutoff thresholds of a fold change greater than 2 and an FDR less than 0.05). DEG analysis revealed 393 upregulated genes and 283 downregulated genes in *Mkx*-deficient tendons (Fig. 2a). 

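In the deposited counts, edgeR's quasi-likelihood test called 275 genes upregulated and 193 genes downregulated among the 14550 genes tested. In each of these genes the 3 *Mkx*-/- libraries lay on one side of the 3 WT libraries. This held for 28.2% of all tested genes, where chance gives 10%. DESeq2 with the same thresholds called 385 upregulated and 275 downregulated genes, of which 265 and 191 were also called by edgeR. As a ratio, the counts of calls moved most when the test was made against a fold change of 2 itself (glmTreat), which left 34 upregulated and 41 downregulated genes. They also depended on single libraries, with 103 upregulated and 112 downregulated genes without WT replicate 3, and 321 and 248 without WT replicate 1. Without WT replicate 2 the counts were 119 and 113, close to those without WT replicate 3. WT replicate 1 lay apart from the other WT libraries, with correlations of log2 CPM of 0.957 and 0.954. Between WT replicates 2 and 3 the correlation was 0.980.
The largest increase among called genes with a mean of at least 5 CPM was in *Kcnj15*, a potassium channel gene on chromosome 16 from 95479165 to 95521867. Its level was 1.35 ± 0.286 CPM (SD, n = 3) in WT and 90.3 ± 19.9 CPM (SD, n = 3) in *Mkx*-/- tendons, with a log2 fold change of 6.07 (standard error 0.25, adjusted p = 7.58e-05 from edgeR). *Cnr1*, *Lgr5* and *Htra4* followed with log2 fold changes of 4.82, 4.81 and 4.81 (edgeR adjusted p = 0.000592, 0.00364 and 0.00127). *Plac9a* had a log2 fold change of 4.87, but its level was 50.6, 3.16 and 32.3 CPM in the 3 *Mkx*-/- libraries, its adjusted p in edgeR rose from 0.0265 to 0.111 without WT replicate 3 (2.50e-05 to 0.111 over the alternatives), and reads could have been split with its paralog *Plac9b*. The largest decreases were in *Cuzd1*, with a log2 fold change of -4.23, and *Slc7a11*, a cystine transporter gene, with -4.22 (edgeR adjusted p = 0.00138 and 0.000168). *Slc7a11* lies on chromosome 3 from 50168858 to 50247535 and fell from 29.5 ± 4.26 CPM (SD, n = 3) in WT to 1.60 ± 0.476 CPM (SD, n = 3) in *Mkx*-/- tendons. *LOC102637600*, which has no record in the mm9 annotation used here, and *Ppp1r3c* had log2 fold changes of -3.73 and -3.54 (edgeR adjusted p = 0.00328 and 0.000141).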

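The DAVID term lists were not used here. Gene lists written before the data were examined, and the 3 GO lists of Supplementary Table S1, were tested for a shared shift with camera and for over-representation among the called genes with one-sided Fisher's exact tests, each with Benjamini-Hochberg adjustment over the lists. Of 38 skeletal muscle genes, 37 were higher in *Mkx*-/- tendons, with a median log2 fold change of 2.82 (camera, adjusted p = 5.22e-21), and 14 were upregulated (Fisher's exact test, adjusted p = 6.53e-14). Only 6 of them were above 5 CPM in every WT library. The mean level of the list was 5.21, 4.34 and 3.53 log2 CPM in the *Mkx*-/- libraries and 2.66, 0.27 and 2.17 in the WT libraries. Of 22 endothelial genes, 20 were higher, with a median of 0.95 (camera, adjusted p = 3.80e-06). This median was 0.51 without *Mkx*-/- replicate 3, the library with the highest endothelial level. *Erg* and *Ecscr* were upregulated, and the list was not over-represented among edgeR's calls (Fisher's exact test, adjusted p = 0.188) but was among those of DESeq2 (adjusted p = 0.000941, 5 genes, with 0.170 as the highest over the alternatives).
Of 314 GO ossification genes, 10 were upregulated where 5.93 are given by chance (Fisher's exact test, adjusted p = 0.204) and 8 were downregulated where 4.17 are given by chance (adjusted p = 0.184). The median log2 fold change was 0.067 (camera, adjusted p = 0.285), and 0.032 without *Mkx*-/- replicate 1. With DESeq2's calls, 17 were upregulated and 14 downregulated (Fisher's exact test, adjusted p = 0.00905 and 0.00648, with 0.170 and 0.307 as the highest over the alternatives). The largest increase in the list was in *Ucma*, with a log2 fold change of 3.47 (edgeR adjusted p = 0.000158). Of the 314 genes, 237 were above 5 CPM in every WT library, 41 are also in another list and 7 are shown by the paper for these samples. GO osteoblast development, with 15 genes and a median of 0.050, and GO bone mineralization, with 98 genes and a median of 0.095, did not stand apart from the other genes (camera, adjusted p = 0.486 and 0.569). The first of these medians was 0.13 without WT replicate 1 and -0.030 without *Mkx*-/- replicate 2, and the second was 0.041 without *Mkx*-/- replicate 1.
Of 24 collagen fibril genes, 12 were higher and 12 lower in *Mkx*-/- tendons. Among them 6 were upregulated, such as *Bgn* and *Col5a1* with log2 fold changes of 2.14 and 2.16, and 3 were downregulated, such as *Col11a2* and *Adamts2* with -1.72 and -1.29. The list was over-represented in both directions (Fisher's exact test, adjusted p = 5.53e-05 upward and 0.0180 downward). Its median was 0.047 (camera, adjusted p = 0.0333), and -0.038 without *Mkx*-/- replicate 1. In every WT library 23 of the 24 were above 5 CPM, and 6 are also in another list. Of 11 tendon genes, none was downregulated and *Thbs4* was upregulated. At an unadjusted p under 0.05, 3 were lower and 4 higher. The 3 lower were *Egr1*, *Scx* and *Col1a2*, with log2 fold changes of -1.13, -1.14 and -1.02 (edgeR adjusted p = 0.0771, 0.106 and 0.0933). The 4 higher included *Thbs4* with 1.26 and *Egr2* with 0.98. The median of the 11 genes was -0.024 (camera, adjusted p = 0.923), -0.21 without *Mkx*-/- replicate 1 and 0.092 without *Mkx*-/- replicate 2. With DESeq2's calls, 3 tendon genes were downregulated (Fisher's exact test, adjusted p = 0.00364, and 1 in the other alternatives). Of the shifts found by camera with its preset correlation of 0.01 in the lists that were not chosen on these samples, those of the cartilage, integrin, and macrophage and leukocyte lists held under fry, and none held under an estimated correlation. The list of Supplementary Fig. S2b was chosen by the authors as upregulated in these samples, so a test of its shift decides nothing.

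**Figure D1:**
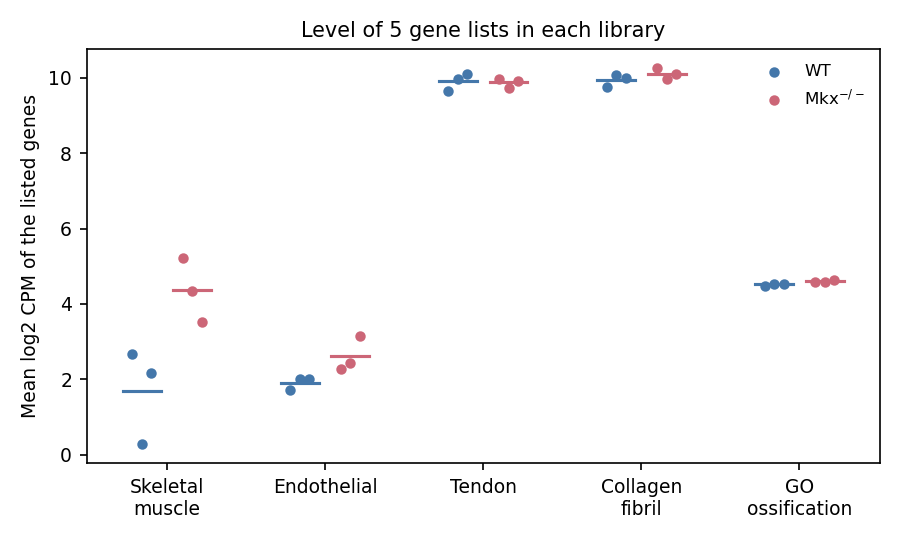
Mean log2 CPM of the genes of 5 lists in each library. Points are the 3 WT and the 3 *Mkx*-/- libraries, in the order of their replicate numbers, and lines are group means. The skeletal muscle list lies between 3.53 and 5.21 in *Mkx*-/- and between 0.27 and 2.66 in WT libraries.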

Gene ontology (GO) analysis suggested that the genes with upregulated expression in *Mkx*^*−/−*^ tendons were associated with cell adhesion, muscle contraction, angiogenesis, bone regeneration, and ossification (Fig. 2b), while genes with downregulated expression in *Mkx*^*−/−*^ tendons were enriched in collagen fibril organization, cell adhesion, extracellular matrix organization, response to mechanical stimuli, and tendon formation (Fig. 2c).

**Fig. 2:**
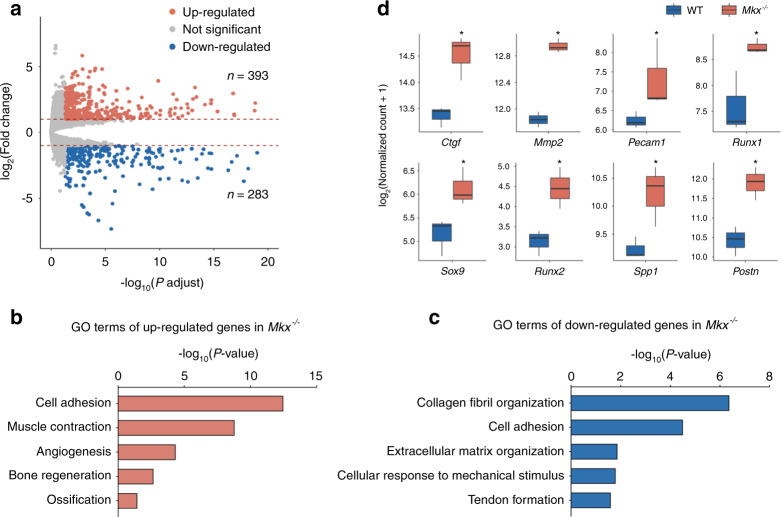
Transcriptomic analysis of WT and *Mkx*^*−/−*^ tendons. **a** Volcano plot of differentially expressed genes between WT and *Mkx*^*−/−*^ tendons. **b** Representative enriched GO terms corresponding to upregulated genes in *Mkx*^*−/−*^ tendons. **c** Representative enriched GO terms corresponding to downregulated genes in *Mkx*^*−/−*^ tendons. **d** Boxplots of the expression levels of genes related to angiogenesis (*Ctgf*, *Mmp2*, *Pecam1* and *Runx1*) and osteochondrogenesis (*Sox9*, *Runx2*, *Spp1* and *Postn*) in WT and *Mkx*^*−/−*^ tendons. *:*p* < 0.05

To identify potential signaling pathways regulated by Mkx, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the genes that were upregulated upon *Mkx* knockout. The top 20 enriched pathways are shown in Supplementary Fig. S2a. 

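The KEGG gene lists were not used here, and hand-written lists of genes that act in these pathways stand in for parts of them. Of 39 Wnt ligands, receptors and regulators, 27 were higher in *Mkx*-/- tendons, with a median log2 fold change of 0.22 (camera, adjusted p = 0.121). *Fzd1* and *Sfrp4* were upregulated with log2 fold changes of 1.06 and 1.46, and *Wnt16* and *Wnt4* were downregulated with -2.74 and -2.18 (edgeR adjusted p = 0.0138, 0.0168, 0.00107 and 0.0350). In all, 3 genes of the list were upregulated and 2 downregulated. The list passed the threshold under fry (adjusted p = 0.0159, with 0.367 as the highest over the alternatives) and among the upregulated genes of DESeq2 (Fisher's exact test, adjusted p = 0.0117). Of 45 integrins and matrix ligands of integrins, which act upstream of PI3K-Akt signaling, 31 were higher, with a median of 0.43 (camera, adjusted p = 0.000447). Among these, 6 were upregulated (Fisher's exact test, adjusted p = 0.00180), and 3 were downregulated, such as *Itga2* with a log2 fold change of -2.04. Of the 45, 3 are shown by the paper for these samples. The upregulated *Fn1* and *Col4a2* are among those shown, so part of this over-representation is not independent of the paper's choice. Of 43 receptor tyrosine kinases and their ligands, which act upstream of PI3K-Akt and Rap1 signaling, 1 gene was upregulated, *Fgf18*, and 5 were downregulated (Fisher's exact test, adjusted p = 0.00189 downward). The 4 with the smallest p among the latter were *Fgfr4*, *Kit*, *Met* and *Angpt1*, with log2 fold changes of -3.42, -2.02, -1.32 and -2.19. The median of this list was 0.088 (camera, adjusted p = 0.380), and -0.043 without WT replicate 3.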

Many genes were highly and specifically clustered in the Wnt, PI3K-Akt and Rap1 signaling pathways, which are importantly associated with the physiological and pathological features of angiogenesis^15^. Further examination of factors known to be associated with angiogenesis (Fig. 2d, above and Supplementary Fig. S2b) and osteochondrogenesis (Fig. 2d, below) revealed that these genes exhibited significantly upregulated expression in *Mkx*^*−/−*^ tendons (Fig. 2d). 

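Each of the 8 genes of Fig. 2d was higher in all 3 *Mkx*-/- libraries than in all 3 WT libraries. Of the angiogenic genes, *Ctgf*, on chromosome 10 from 24315248 to 24318489, rose from 873 ± 115 to 2008 ± 528 CPM (SD, n = 3 each), a log2 fold change of 1.20 (standard error 0.22, edgeR adjusted p = 0.0226). It was not past the threshold in 4 of the 6 fits that left out a library, with the highest adjusted p, 0.106, without WT replicate 3. *Mmp2*, on chromosome 8 from 95351227 to 95377316, rose from 303 ± 24.4 to 657 ± 49.0 CPM (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.13, edgeR adjusted p = 0.00380). *Pecam1*, on chromosome 11 from 106515531 to 106611942, had 6.21 ± 0.944 CPM in WT and 15.2 ± 10.6 CPM in *Mkx*-/- tendons (SD, n = 3 each). Its log2 fold change of 1.30 was not past the threshold in edgeR (standard error 0.43, adjusted p = 0.120) and was past it in DESeq2 (adjusted p = 0.0259), with a range of 0.0131 to 0.269 over the alternatives. Most of this difference came from *Mkx*-/- replicate 3, with 27.5 CPM against 8.88 and 9.27 CPM in the other 2 libraries, and without it the log2 fold change was 0.55. *Runx1*, on chromosome 16 from 92601712 to 92826311, had a log2 fold change of 1.07 with an adjusted p of 0.0611 in edgeR and 0.00454 in DESeq2 (0.000992 to 0.175 over the alternatives, lowest without WT replicate 1).
Of the osteochondrogenic genes, *Postn*, on chromosome 3 from 54165031 to 54194961, rose from 116 ± 29.3 to 326 ± 91.3 CPM (SD, n = 3 each), a log2 fold change of 1.49 (standard error 0.25, edgeR adjusted p = 0.0165, and 0.0766 and 0.0645 without WT replicates 2 and 3). *Spp1*, on chromosome 5 from 104864137 to 104870069, had a log2 fold change of 1.07. Its adjusted p was 0.0489 in edgeR, close to the threshold, and 0.00113 in DESeq2 (0.00113 to 0.155 over the alternatives). With edgeR it was past the threshold in 1 of the 6 fits that left out a library, without *Mkx*-/- replicate 1 (0.0150). *Sox9*, on chromosome 11 from 112643538 to 112649074, had 2.91 ± 0.754 CPM in WT and 5.87 ± 1.80 CPM in *Mkx*-/- tendons (SD, n = 3 each). Its log2 fold change of 1.01 had an adjusted p of 0.0891 in edgeR and 0.0626 in DESeq2 (0.0321 to 0.266 over the alternatives). *Runx2* was counted 6 to 10 times in the WT libraries and 13 to 36 times in the *Mkx*-/- libraries. Its log2 fold change of 1.49 had an adjusted p of 0.0734 in edgeR and 0.109 in DESeq2 (0.0390 to 0.224 over the alternatives). The annotation places genes on the opposite strand over *Ctgf*, *Runx1* and *Runx2*, so reads of those genes could be included in these counts.

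**Figure D2:**
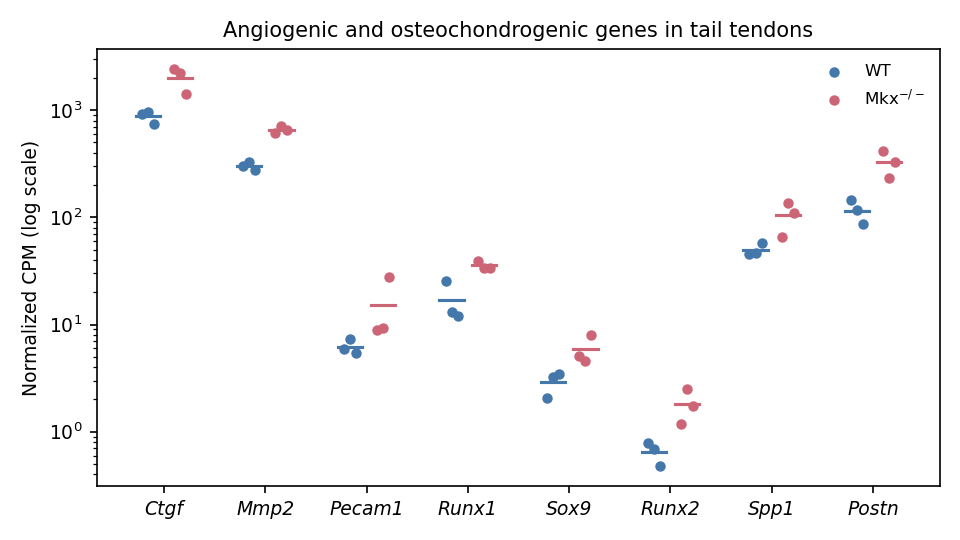
Normalized CPM, on a log axis, of the 8 genes of Fig. 2d in each library. Points are the 3 WT and the 3 *Mkx*-/- libraries, in the order of their replicate numbers, and lines are group means. *Pecam1* lies at 8.88, 9.27 and 27.5 CPM in the *Mkx*-/- libraries and between 5.45 and 7.26 CPM in the WT libraries.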

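The 17 angiogenic factors of Supplementary Fig. S2b were all higher in *Mkx*-/- tendons, with log2 fold changes between 1.02 and 2.81 and a median of 1.40. By edgeR's quasi-likelihood test 12 of them were past an adjusted p of 0.05 over all genes tested, and 17 when adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. The 5 others were *Pecam1*, *Runx1*, *Prok2*, *Pgf* and *Tie1*. For the last 3 the adjusted p was 0.0557, 0.0725 and 0.0885 in edgeR, and 0.0208, 0.0100 and 0.0356 in DESeq2. Over the alternatives these ranged from 0.0107 to 0.165, from 0.00660 to 0.213 and from 0.0185 to 0.261. Of the 12, *Thsd7a* was not past the threshold in 5 of the 6 fits that left out a library (edgeR adjusted p up to 0.131, without *Mkx*-/- replicate 3), *Ctgf* was not in 4 of them, *Ackr3* was not without WT replicate 2 (0.0615) and *Col4a2* was not without WT replicate 3 (0.0570). *Prok2* was past it without *Mkx*-/- replicate 3 (0.0295). The largest increases were in *Nov*, from 190 ± 46.1 to 1334 ± 409 CPM, and *Fgf18*, from 6.33 ± 2.23 to 38.3 ± 2.52 CPM (SD, n = 3 each). The most abundant was *Fn1*, which rose from 1014 ± 79.8 to 2933 ± 213 CPM (SD, n = 3 each). Of 12 cartilage genes, 8 were higher, with a median log2 fold change of 0.70 (camera, adjusted p = 0.00167). Without *Mkx*-/- replicate 2 the median was 0.42. Of the 12, 5 were above 5 CPM in every WT library and 1 is shown in Fig. 2d. *Acan* and *Matn3* were upregulated, with log2 fold changes of 2.20 and 1.45 (edgeR adjusted p = 0.00380 and 0.00181), and the list was over-represented only with the filter of 10 counts in every library (Fisher's exact test, adjusted p = 0.0824 and, with that filter, 0.0321). Of the osteoblast and osteocyte genes, *Alpl* and *Runx2* were higher at an unadjusted p under 0.05, and 0 of the 4 with enough counts to test were past the adjusted threshold. The paper draws its conclusion on both groups of genes from the levels in Fig. 2d and Supplementary Fig. S2b, together with the enriched GO terms and pathways.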

Taken together, these findings indicate that genes related to angiogenesis and osteochondrogenesis are upregulated in *Mkx*^−*/*−^ tendons.

### Cellular profiles and transcriptomic signatures of WT and *Mkx*^−*/*−^tendons at the single-cell level

Given that tendon tissues are composed of different cell populations and that bulk RNA-seq revealed only the average expression levels in all cells, we next examined the expression profiles at the single-cell level to determine the cell populations contributing to the progression of HO. To do this, we isolated tail tendons from 4-week-old WT and *Mkx*^*−/−*^ mice and performed single-cell RNA-seq (scRNA-seq) using the Fluidigm C1 system with high-throughput integrated fluidic circuits (HT IFCs). In total, we captured 486 single cells, of which 466 cells passed our quality control criteria (materials and methods) and were included in further analyses. To compare WT and *Mkx*^*−/−*^ cells directly, we utilized a recently developed computational method (Seurat alignment workflow; SAW) for the integrated analysis of scRNA-seq data obtained under different conditions^16^. Unsupervised graph-based clustering was performed on the integrated dataset of both WT and *Mkx*^*−/−*^ cells, and the result was visualized using (t-distributed stochastic neighbor embedding (t-SNE)). Three distinct cell clusters were identified in both WT and *Mkx*^*−/−*^ tendons (Fig. 3a). More importantly, WT and *Mkx*^*−/−*^ cells were intermingled with each other in all three populations (Fig. 3b), suggesting that no population shift occurred in HO tendons at this stage. Consistently, the cell population compositions were comparable between WT and *Mkx*^*−/−*^ tendons (Fig. 3c). Taken together, the above analyses ruled out the possibility of cell population shifting as the main mechanism underlying HO progression.

**Fig. 3:**
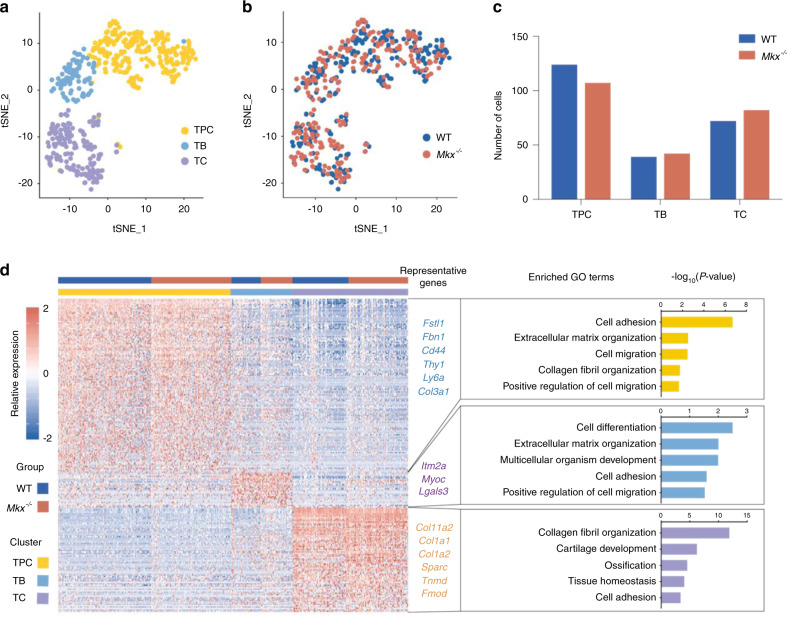
Single-cell profiles of WT and *Mkx*^*−/−*^ tendons. **a**, **b** t-SNE plot of WT and *Mkx*^*−/−*^ tendon cell clusters inferred from scRNA-seq data. The plots were visualized using CC1-CC4 and are colored by cell type (**a**) or genotype (**b**). CC: canonical vectors. **c** Numbers of WT and *Mkx*^*−/−*^ cells in each cell cluster. **d** Heatmap showing the marker genes for each cell cluster (left) and representative GO terms corresponding to these marker genes (right). TPCs tendon progenitor cells, TBs tenoblasts, TCs tenocytes

To annotate the cells, marker genes representing each cluster were identified using Seruat^16^. For each cell cluster, we identified 126, 25, and 76 marker genes (Fig. 3d). Cells highly expressing markers of mesenchymal progenitor cells, such as *Cd44*, *Thy1*, and *Ly6a*, were annotated as tendon progenitor cells (TPCs) (Fig. 3d). TPCs also expressed high levels of *Fstl1* (Supplementary Fig. S3a), which has been reported to be upregulated at the onset of tenogenic mesenchymal stem cell differentiation^17^. Cells with high levels of *Itm2a*, a type II integral membrane protein involved in mesenchymal stem cell differentiation^18–20^, were annotated as tenoblasts (TBs) (Fig. 3d and Supplementary Fig. S3b). Cells enriched for extracellular matrix genes secreted by mature tendon cells, such as *Col11a2, Col1a1*, *Col1a2*, *Sparc, Tnmd and Fmod* (Fig. 3d and Supplementary Fig. S3c), were designated as tenocytes (TCs)^21–23^. We also validated the expression of one representative marker for each cell type (*Fstl1*, *Imt2a*, *Col1*) by immunofluorescence, confirming the existence of these cell types in both WT and *Mkx*^−*/*−^ tendons (Supplementary Fig. S3d). We then performed GO analyses of these marker genes in each cell type (Fig. 3d). TPCs were enriched for GO terms such as cell adhesion, extracellular matrix organization and cell migration, and TBs were enriched for the GO terms cell differentiation and cell adhesion. Intriguingly, TCs were enriched for GO terms such as collagen fibril organization, cartilage development and ossification, indicating that a proportion of tendon cells might easily initiate and contribute to endochondral bone formation (Fig. 3d). Overall, we identified three distinct cell subpopulations in both WT and *Mkx*^*−/−*^ tendons.

### Trajectory analyses reveal ectopic activation of osteochondrogenic genes in *Mkx*^*−/*−^ cells during tenogenesis

We next evaluated the gene expression dynamics during the heterotopic ossification process by analyzing the pseudotemporal trajectory using Monocle^24^. In both WT and *Mkx*^−*/*−^ tendon cells, we observed an enrichment of TPCs at the start of the pseudotemporal trajectory, which passed through an intermediate state dominated by TBs and ultimately transitioned to the terminal state, mainly consisting of TCs (Fig. 4a, b). Differentially expressed genes throughout WT or *Mkx*^*−/−*^ tendon differentiation were clustered into three gene sets, reflecting the early, middle and late differentiation stages (Fig. 4c, d). The pseudotemporal kinetics of representative early (*Ly6a*, *Tppp3*), middle (*Itm2a*, *Lgals3*) and late (*Tnmd*, *Col1a1*) stage markers showed similar expression patterns in WT and *Mkx*^*−/−*^ cells, suggesting that the key gene expression program required for tenogenesis was, to a certain extent, maintained in *Mkx*^*−/−*^ cells (Fig. 4e, f).

**Fig. 4:**
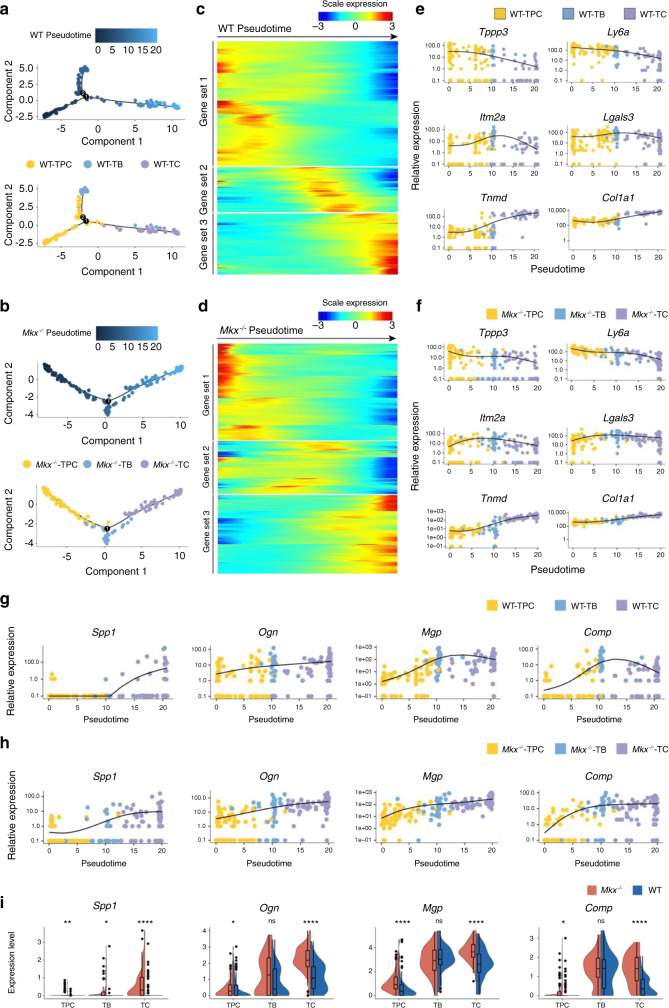
Pseudotime analysis revealed shifted gene expression programs in *Mkx*^*−/−*^ tendon cells. **a**, **b** Order of the WT (**a**) and *Mkx*^*−/−*^ (**b**) cells along the differentiation trajectory based on pseudotime values and cell clusters. **c**, **d** Gene expression dynamics along the WT (**c**) and *Mkx*^−*/−*^ (**d**) differentiation trajectories. Genes (row) are clustered and cells (column) are ordered according to pseudotime development. **e**, **f** Kinetic diagrams showing the expression of early, middle and late tenogenesis markers during the differentiation of WT (**e**) and *Mkx*^*−/−*^ (**f**) cells. **g**, **h** Kinetic diagrams showing the expression of osteochondrogenic markers during the differentiation of WT (**g**) and *Mkx*^*−/−*^ (**h**) cells. **i** Violin plots showing the *Spp1, Ogn*, *Mgp*, and *Comp* expression in wild-type and *Mkx*^*−/−*^ TPCs, TBs, and TCs. ns no significance; *P < 0.05; **P < 0.01; ****P < 0.000 1. TPCs tendon progenitor cells, TBs tenoblasts, TCs tenocytes

We next examined whether the expression levels of osteochondrogenic genes were altered in *Mkx*^*−/−*^ tendon cells. Interestingly, osteochondrogenic marker genes (*Spp1*, *Ogn*, *Mgp*, and *Comp*) showed similar increasing expression trends from the early to the late stage of differentiation in WT and *Mkx*^*−/−*^ tendon cells (Fig. 4g, h). Nevertheless, the upregulation of osteogenic genes seemed to occur earlier in *Mkx*^*−/−*^ cells than in WT cells (Fig. 4g, h). In addition, the expression levels of these genes were relatively higher in *Mkx*^*−/−*^ cell clusters than in WT cells (Fig. 4i). To further investigate the changes in the osteochondrogenic gene expression program in *Mkx*^*−/−*^ cells, we performed gene set score analysis to determine whether a specific set of genes was expressed in a specific cell type at higher than expected levels. We found that the expression levels of genes associated with osteoblast development were significantly increased in *Mkx*^*−/−*^ TPCs, while genes linked to ossification and bone mineralization were highly expressed in both WT and *Mkx*^*−/−*^ TBs and TCs (Supplementary Fig. S4a, b and Supplementary Table S1). Collectively, these analyses indicated that the heterotopic ossification of *Mkx*^*−/−*^ tendons was associated with the excessive activation of osteochondrogenic genes as early as the TPC stage and not with the de novo activation of these genes.

### Increased angiogenic gene expression and vascularity in *Mkx*^*−/−*^ tendons

To further explore the effects of *Mkx* knockout on the gene expression levels in different cell types, we analyzed the DEGs between WT and *Mkx*^*−/−*^ tendons for each cell cluster (Fig. 5a–c). We performed GO term analysis of genes that were upregulated in *Mkx*^−*/−*^ cells for each cell type (Fig. 5d–f). Interestingly, angiogenesis-related genes were consistently enriched in all three cell types of *Mkx*^*−/−*^ tendons (Fig. 5d–f), which was confirmed by our observations at the bulk level (Fig. 2b, d). Specifically, violin plots showed that *Hif1a* was highly expressed in *Mkx*^*−/−*^ TCs, and *Thbs1* was highly expressed in *Mkx*^*−/−*^ TPCs and TCs (Fig. 5g). The expression of *Vegfa* and *Flt1* was comparable among each cell cluster, indicating that Vegfa/Vegfr signaling was not activated at this stage (Fig. 5g). SOFG and immunofluorescence staining of CD31 also showed increased blood vessels in *Mkx*^*−/−*^ tendons (Fig. 5h, i). Altogether, these findings indicate that the progression of tendon HO is highly coupled with the upregulation of angiogenesis-related genes and increased vascularity.

**Fig. 5:**
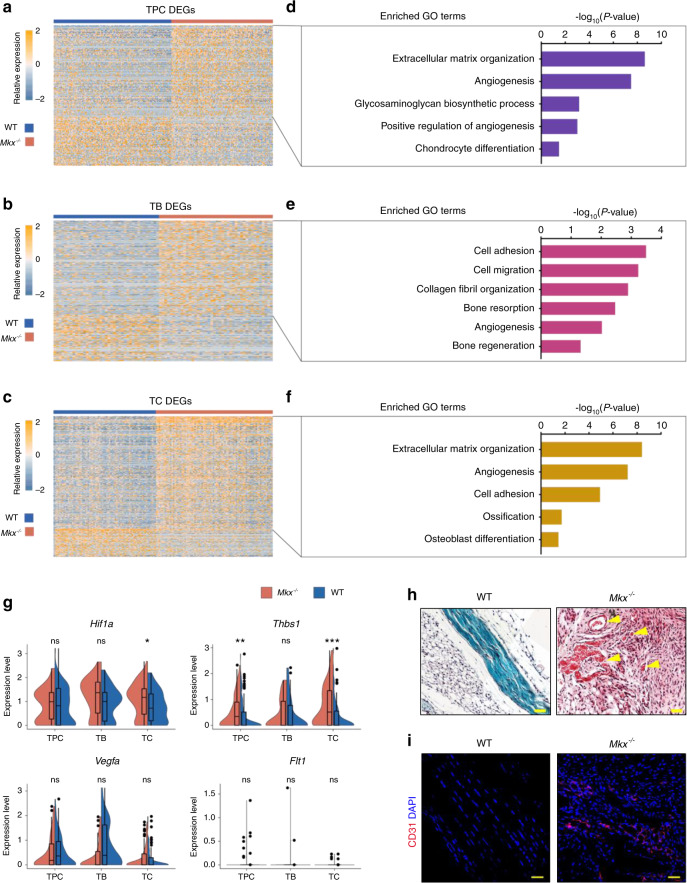
Differential gene expression analysis revealed elevated angiogenic gene expression in *Mkx*^*−/−*^ tendon cells. **a**–**c** Heatmap of the normalized gene expression of DEGs between WT and *Mkx*^*−/−*^ TPC (**a**), TB (**b**) and TC (**c**) clusters. **d**–**f** Representative GO terms corresponding to upregulated genes in the *Mkx*^*−/−*^ TPC (**d**), TB (**e**) and TC (**f**) clusters. **g** Violin plots of proangiogenic genes, including *Hif1a, Thbs1, Vegfa*, and *Flt1*, in the TPC, TB and TC clusters. **h** Safranin O-Fast green staining of the patellar tendons from WT and *Mkx*^*−/−*^ mice. The yellow arrows indicate the blood vessels. Scale bar, 50 μm. **i** Immunostaining of CD31 in WT and *Mkx*^*−/−*^ patellar tendons. Scale bar, 50 μm. ns no significance; *P < 0.05; **P < 0.01; ***P < 0.001. TPCs tendon progenitor cells, TBs tenoblasts, TCs tenocytes

### The angiogenesis inhibitor BIBF1120 attenuates the progression of *Mkx*^*−/*^^−^ and trauma-induced HO

We next investigated whether the inhibition of angiogenesis would attenuate HO progression. The angiogenesis inhibitor BIBF1120 or vehicle (solvent used to dissolve BIBF1120, as a negative control) was injected into the Achilles tendons of *Mkx* knockout mice three times a week for three consecutive weeks from postnatal day 14. The mice were sacrificed at the age of 8 or 12 weeks for further characterization (Fig. 6a). The micro-CT results showed that bone formation was significantly mitigated by BIBF1120 treatment at both time points (Fig. 6b–e). SOFG staining revealed larger and well-developed cancellous bones and marrow in the vehicle group (Fig. 6f). Significantly more CD31^+^ vessels were observed in the vehicle group than in the BIBF1120 group (Fig. 6g, i). In addition, the Ocn^+^ osteoblast number was significantly lower in the BIBF1120 group than in the vehicle group (Fig. 6h, j). Altogether, these results indicated that the inhibition of angiogenesis by BIBF1120 alleviated HO progression in *Mkx*^*−/−*^ tendons.

**Fig. 6:**
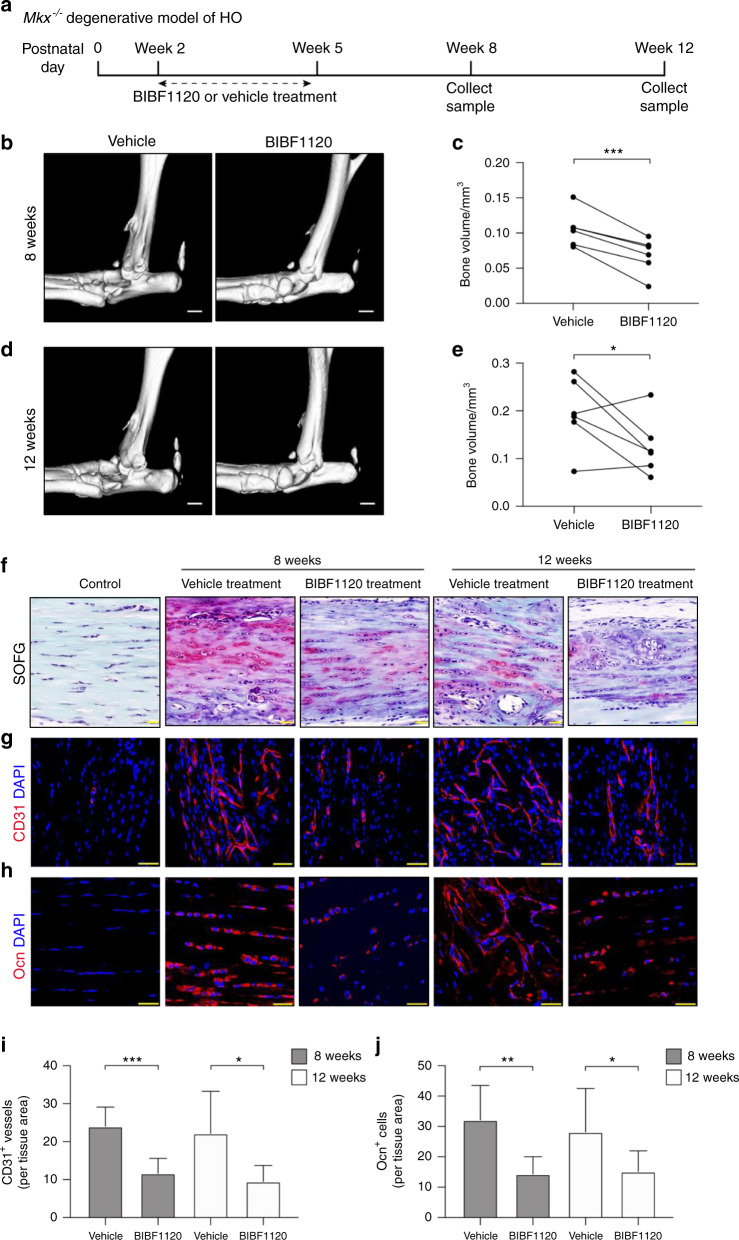
The angiogenesis inhibitor BIBF1120 attenuates heterotopic bone formation in the *Mkx*^*−/−*^ degenerative model of HO. **a** Schematic illustration of the treatment and sample collection workflow. **b**–**e** Micro-CT images of the Achilles tendons of 8-week-old (**b**) and 12-week-old (**d**) *Mkx*^*−/−*^ mice treated with BIBF1120 or vehicle. Scale bar, 1 mm. Quantitative analysis of the heterotopic bone volumes of the Achilles tendons of 8-week-old (**c**) and 12-week-old (**e**) *Mkx*^*−/−*^ mice. **f** Safranin O-Fast green staining of the Achilles tendons of normal, 8-week-old and 12-week-old *Mkx*^*−*^^*/*−^ mice. Scale bar, 50 μm. **g** Immunostaining of CD31^+^ (red) vessels. Scale bar, 50 μm. **h** Immunostaining of Ocn^+^ (red) cells in ectopic bone marrow. Scale bar, 25 μm. **i**, **j** Quantification of CD31^+^ (**i**) vessels and Ocn^+^ (**j**) cells. All data are shown as the mean ± s.d. *n* = 6 per group. Statistical test: student *t* test. *P < 0.05; **P < 0.01; ***P < 0.001

However, the *Mkx*^*−/*−^ HO model represents a degenerative model in which the animals were not subjected to any trauma. However, in the clinic, tendon HO is often caused by trauma^25^. To better simulate clinical tendon HO, we constructed a trauma-induced HO model in rats based on percutaneous Achilles tendon puncture (ATP)^3^. We found that the expression of Mkx was also downregulated in the trauma-induced HO model (Supplementary Fig. S5). We then treated the trauma-induced HO model rats with BIBF1120 or vehicle. Each rat received a subcutaneous injection (between the Achilles tendon and skin) of BIBF1120 or vehicle three times a week for three weeks from the third day after injury and was sacrificed at 9 or 12 weeks postinjury (Fig. 7a). Micro-CT and SOFG staining analyses showed that the HO formation and bone volume were significantly reduced in the BIBF1120-treated group compared with the control group at 9 and 12 weeks after ATP (Fig. 7b–f). Importantly, the immunofluorescence staining results showed that CD31^+^ vessels were reduced in the BIBF1120 group relative to the vehicle control group (Fig. 7g, i). In addition, the number of Ocn^+^ osteoblasts was significantly reduced upon BIBF1120 treatment (Fig. 7h, j). Collectively, these results demonstrated that the inhibition of angiogenesis with the small molecule BIBF1120 attenuated HO progression.

**Fig. 7:**
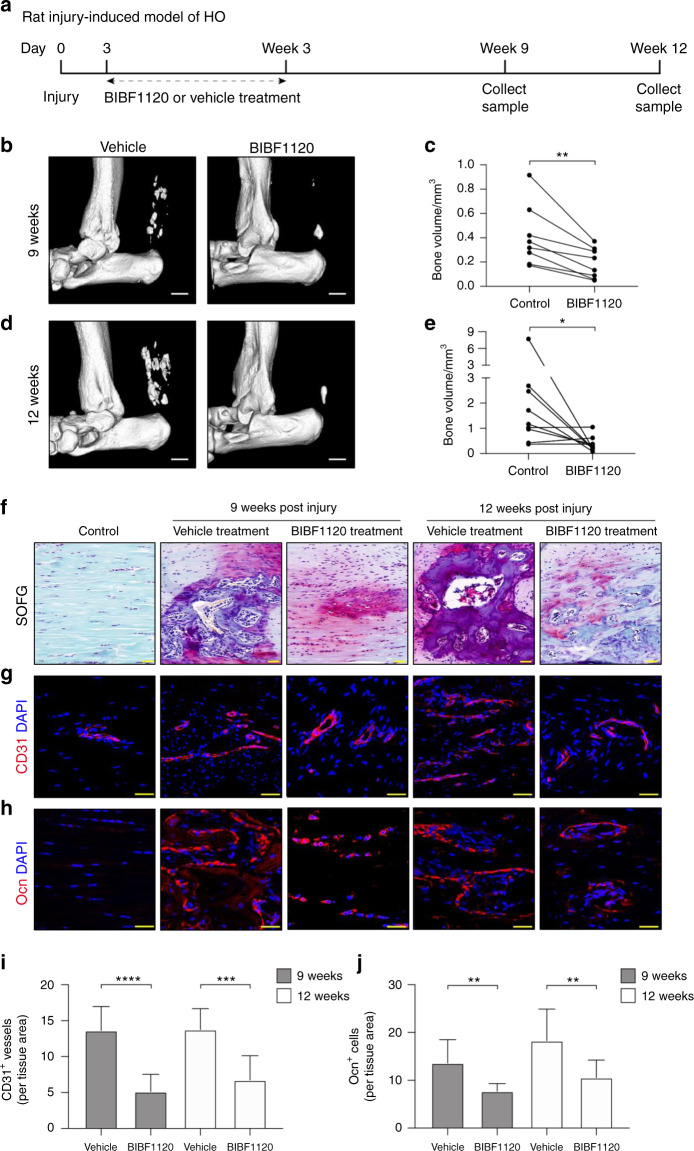
The angiogenesis inhibitor BIBF1120 attenuates heterotopic bone formation in a trauma-induced model of rat HO. **a** Schematic illustration of the treatment and sample collection workflow for the rat HO model. **b**–**e** Micro-CT images of the Achilles tendons of rats in the BIBF1120 and vehicle treatment groups at 9 (**b**) and 12 weeks (**d**) post ATP. Scale bar, 1 mm. Quantitative analysis of the heterotopic bone volumes of the Achilles tendons at 9 (**c**) and 12 weeks (**e**) postinjury. **f** Safranin O-Fast green staining of the rat Achilles tendons of normal rats at 9 and 12 weeks postinjury. Scale bar, 50 μm. **g** Immunostaining of CD31^+^ (red) vessels. Scale bar, 50 μm. **h** Immunostaining of Ocn^+^ (red) cells in ectopic bone marrow. Scale bar, 25 μm. **i**, **j** Quantification of CD31^+^ (**i**) vessels and Ocn^+^ (**j**) cells. All data are shown as the mean ± s.d. *n* = 8 per group. Statistic test: student *t* test. **P < 0.01; ***P < 0.001; ****P < 0.000 1

However, BIBF1120 targets various signaling pathways, including the Vegfr, Pdgfr and Fgfr signaling pathways, which are also important for the maintenance of tendon homeostasis^26–28^. To determine whether BIBF1120 treatment affects tendon cell proliferation and differentiation, we performed a bromodeoxyuridine (BrdU) assay and RNA-seq analysis of rat tendons treated with BIBF1120 and vehicle. Immunofluorescence staining showed similar levels of BrdU-positive cells in the BIBF1120- and vehicle-treated groups (Supplementary Fig. S6a, b). Consistently, the examination of proliferation marker genes (*Mki67*, *Pcna*, *Mcm2*) showed that their expression levels were comparable between the BIBF1120 and vehicle groups (Supplementary Fig. S6d). In addition, the gene expression levels at the genome-wide scale were highly correlated between the BIBF1120- and vehicle-treated groups, suggesting that BIBF1120 minimally effects the transcript profiles of tendons (Supplementary Fig. S6c). Importantly, we also observed similar expression levels of tendon stem/progenitor cell markers (*Mcam*, *Thy1*, *Nes*) and other canonical tendon markers (*Scx*, *Mkx*, *Egr1*, *Tnmd*, *Tnc* and *Col1a1*) between the BIBF1120 and vehicle groups, indicating that tendon homeostasis and differentiation were not obviously affected by BIBF1120 (Supplementary Fig. S6e).

## Discussion

The limited understanding of tendon HO and the urgent need for an effective therapeutic motivated us to investigate its pathogenesis and to develop potential novel therapeutic strategies. Here, we used *Mkx*^−*/−*^ mice as the tendon HO model to study the underlying mechanisms. Our data revealed a previously unknown role of Mkx in regulating the fates of different cell subpopulations. These high-throughput sequencing data suggested the inhibition of angiogenesis as a potential therapeutic target for attenuating tendon HO, which inspired us to assess the effect of the small-molecule angiogenesis inhibitor BIBF1120 on the progression of tendon HO. Our data demonstrated that treatment with BIBF1120 displayed promising effects on attenuating the progression of degenerative and trauma-induced tendon HO.

Recently, an increasing number of studies have used single-cell analysis to explore the roles of different cell subpopulations in tendon development and pathology^7,8,29^. Using the highly parallel strategy of single-cell quantitative reverse transcription polymerase chain reaction (single-cell qRT–PCR), we previously identified three subpopulations of human tendon stem/progenitor cells (TSPCs) after in vitro expansion and confirmed that the Nestin-positive subpopulation possesses the best tendon regeneration capability^7^. Our single-cell analyses presented herein did not recapitulate the cell types we previously identified due to the species differences and to the potential selective effects of in vitro culture on the cell subpopulations. Although our data indicated that TPCs may gain osteogenic differentiation potential upon *Mkx* knockout, further studies are needed to trace their precise fate. Moreover, other cell populations, such as endothelial cells, smooth muscle cells and pericytes, which are important for angiogenesis, were not identified in our single-cell analysis, probably due to the limited number of cells captured. Further analyses using a high-throughput single-cell method may provide a more comprehensive landscape of the transcriptional heterogeneity of tendon cells under normal and heterotopic ossification conditions.

Angiogenesis and osteogenesis processes are highly coupled and are both critical for skeletal development^30^. However, neovascularization may have adverse effects on tissue repair. A recent study showed that the excessive activation of TGF-β signaling promoted osteogenesis and neovascularization during HO progression^3^. Cocks and colleagues analyzed 29 human HO specimens and found that human HO exhibited a time- and space-dependent pattern of vascularization^31^. Our results showed that angiogenesis-related genes were upregulated in an *Mkx*^*−/−*^ HO mouse model, and neovascularization was validated by histological analyses. Thus, we hypothesized that inhibiting neovascularization may attenuate tendon heterotopic ossification. In this study, we found that the small-molecule drug BIBF1120 significantly inhibited bone formation and vascularity in both *Mkx*^*−/−*^ mice and a trauma-induced model of HO. BIBF1120 is a triple vascular kinase inhibitor that can effectively suppress the proangiogenic signaling pathway mediated by Vegfr, Pdgfr and Fgfr in vascular endothelial cells, perivascular skin cells and smooth muscle cells^26^. In addition to mediating the proangiogenic signaling pathway, vegfr, pdgfr, and fgfr are involved in signaling pathways that regulate many aspects of cell biology, such as cell proliferation, migration and fate determination^32–34^. In tendon biology, for example, Fgf/Fgfr was the first signaling pathway identified to induce tendon cells in vivo, and Pdgf/Pdgfr signaling plays an important role in postnatal tendon growth^27,28^. Thus, the paninhibition of these signaling pathways by BIBF1120 could have adverse effects on surrounding tendon cells that are not specific to vascular blockade. Nevertheless, our results showed that the treatment of tendons with BIBF1120 had minimal side effects on the proliferation and expression of key marker genes, showing a relatively specific function of BIBF1120 in preventing tendon HO and highlighting its promising application potential.

In summary, this study revealed the mechanism underlying tendon HO by using an *Mkx* knockout model and potential provides a clinically applicable therapeutic approach to attenuate tendon HO through the inhibition of angiogenesis with BIBF1120. These findings will be of great value for elucidating the pathogenesis of tendon HO as well as for the development of novel therapeutic approaches for heterotopic ossification induced by tendon injury and surgery.

## Materials and methods

### Animals

*Mkx*^*−/−*^ transgenic mice were provided by Dr. Ronen Schweitzer (Oregon Health and Science University, Portland, OR). All animal procedures in this study were approved by the Institutional Animal Care and Use Committee of Zhejiang University.

### Histological and histochemical examination

For histological analysis, samples were fixed in 4% (v/v) paraformaldehyde for 24 hours and then decalcified in 10% (w/v) EDTA-decalcification solution for 20 days. Achilles tendons were fixed in 4% (v/v) paraformaldehyde for 24 hours. Then, the samples were dehydrated through an alcohol gradient, cleared, and embedded in paraffin blocks. Histological sections (6 μm) were prepared using a microtome and subsequently processed for safranin O-fast green staining and immunostaining. Immunohistochemical analysis was performed in accordance with the standard protocol. Sections were incubated overnight at 4 °C with primary antibodies and then incubated at room temperature for 2 h with secondary antibodies. For immunofluorescence, the following antibodies were used: anti-MKX (1:100, LifeSpan, LS-B8063), anti-OCN (1:100), anti-FSTL1 (1:100, Proteintech, 20182-1-AP), anti-ITM2A (1:100, Proteintech, 18306-1-AP), anti-COL1 (1:100, Abcam, ab34710), anti-CD31 (1:100, Abcam, ab222783), anti-BrdU (1:150, Proteintech, 66241-1-Ig), and secondary antibodies conjugated with Alexa Fluor 488 and 546 (1:500, Thermo Fisher Scientific). The stained specimens were photographed digitally under a fluorescence microscope.

### Microcomputed tomography imaging and analyses

Hind limbs and knee joints were dissected from mice and rats, fixed overnight in 4% paraformaldehyde and analyzed by MILabs U-SPECT4CT with default parameters.

### Bulk RNA-seq and data analysis

For the bulk population, total RNA was extracted from tail tendons using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), and a cDNA library was prepared using the Ion Total RNA-Seq Kit v2 (Life Technologies Corporation, Carlsbad, USA) according to the manufacturer’s protocol. RNA sequencing was performed on the Ion Proton system. Clean reads were obtained from the raw reads by removing the adaptor sequences, reads with >5% ambiguous bases (noted as N) and low-quality reads containing more than 20% of bases with a quality score <13. The clean reads were then aligned to the mouse genome (mm9) using the MapSplice program (v2.1.6). We applied the DESeq2 algorithm to filter the differentially expressed genes with the following criteria: (i) log2(fold change) > 1 or < −1 and (ii) padj < 0.05. Gene ontology (GO) analysis was performed using DAVID^35,36^.

### Single-cell capture, cDNA library preparation and sequencing

First, tail tendons from 4-week-old WT or *Mkx*^−*/−*^ mice were minced into desired pieces and digested with 0.2% collagenase I (Life Technologies) diluted in low-glucose Dulbecco’s modified Eagle’s medium (Gibco) at 37 °C for 2 h. The resulting cell suspension was filtered using a 40 μm strainer to remove the incompletely digested clumps and adjusted to a concentration of 4 × 10^5^ cells per mL. Single-cell capture, RNA extraction and cDNA preparation were performed in accordance with methods described in the Fluidigm protocol (PN 100-9886, Using C1 High-Throughput IFC to Generate Single-cell cDNA Libraries for mRNA Sequencing). The cDNA reaction products were quantified using a Qubit fluorometer and were then diluted to a final concentration of 0.2 ng·μL^−1^ using C1 Harvest Reagent. The diluted cDNA reaction products were then converted into mRNA-seq libraries using the Nextera XT DNA Sample Preparation Kit (Illumina, FC-131-1096, -2001 and -2002) in accordance with the manufacturer’s instructions. The library was sequenced by Annoroad (Beijing, China) on an Illumina HiSeq X Ten platform (Illumina, Santiago, CA, USA), and 150 bp paired-end reads were generated.

### Single cell RNA-seq data analysis

Single-cell RNA sequencing reads were evaluated by AfterQC^37^. Bad reads were detected automatically and removed. Bases at the 3ʹ end of the read were further trimmed by NGSQCToolkit if their PHRED quality score was less than 20^38^. The reads were mapped to the mm9 genome using bowtie2. The mapped reads for genes were counted with featureCounts^39^. Quality control, clustering and differential expression analysis were performed using Seurat v2.3.0 in accordance with a recently published method^16,40^. For integrated analysis, the union set of the top 1 000 highly variable genes in WT and *Mkx*^*−/−*^ cells was used to perform a canonical correlation analysis, and 20 cells that were not well described by a shared gene correlation structure were excluded. Four principal components were used for the alignment of the CCA subspaces and for cell clustering at a resolution of 0.4. The marker genes of each cell cluster were analyzed using the FindConservedMarkers function with the *test.use* = *“wilcox”* option and the logfc.threshold parameter set to 0.5. Cell type-specific differentially expressed genes were identified using the FindMarkers function with default parameters. Pseudotime analysis was performed with Monocle v2.6.3 using digital gene expression matrices with annotations from Seurat as the input^24^.

### Gene set enrichment analysis

The module scores for gene expression programs in single cells were calculated using the *AddModuleScore* function of the Seurat package^41^. First, all the analyzed genes were binned based on the average expression, and the control genes were randomly selected from each bin. Then, the average expression value of the gene set at the single-cell level minus the aggregated expression of the control gene set was calculated. Gene sets were obtained from the Mgi database (http://www.informatics.jax.org/mgihome/GO).

### Animal experiments

For the *Mkx*^*−/−*^ mouse HO model, each 2-week-old mouse was subcutaneously injected (between the Achilles tendon and skin) with 8 µL of BIBF1120 (4 μg) in the right leg and 8 µL of vehicle (an identical solvent used to dissolve BIBF1120) in the left leg three times a week for three weeks. The mice were euthanized at 8 or 12 weeks old for micro-CT imaging and histological analysis.

For the rat traumatic model of HO, eight-week-old male rats were anesthetized by isoflurane. A 27-gauge needle was used to puncture the Achilles tendon body from the lateral aspect percutaneously, and this process was repeated twenty-five times at five different parts of the Achilles tendon body for each rat. Three days postinjury, each rat was subcutaneously injected with 40 µL of BIBF1120 (40 μg) in the right leg and 40 µL of vehicle in the left leg three times a week for three weeks. At 9 or 12 weeks after treatment, the rats were euthanized for micro-CT imaging and histological analysis.

Cell proliferation in vivo was detected as previously described^42^. Specifically, BrdU was reconstituted in DMSO as a stock (80 mmol·L^−1^), and 150 μL of BrdU mixed with 350 μL of PBS was injected intraperitoneally into the rats together with BIBF1120 and the vehicle. Tissue sections were treated with 1.5 mol·L^-1^ HCl at room temperature for 0.5 h, and DNA synthesis was assessed with an anti-BrdU antibody.

### Statistical analysis

All statistical analyses were performed with GraphPad Prism software. The means and standard deviations were calculated from numerical data and are presented in the text and figures. Significant differences in the mean values were determined using Student’s *t* test unless indicated otherwise. *P* < 0.05 was considered significant. Statistical significance is indicated by *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.000 1.

## Supplementary information

Supplementary Table 1

Supplementary Data

## Data Availability

The single-cell and bulk RNA-seq data utilized in this study are deposited into the Gene Expression Omnibus (GEO) under accession number GSE102931.

## References

[1] Shehab D, Elgazzar AH, Collier BD (2002). Heterotopic ossification. J. Nucl. Med.

[2] Meyers C (2019). Heterotopic ossification: a comprehensive review. JBMR Plus.

[3] Wang X (2018). Inhibition of overactive TGF-beta attenuates progression of heterotopic ossification in mice. Nat. Commun..

[4] Agarwal S (2017). Scleraxis-lineage cells contribute to ectopic bone formation in muscle and tendon. Stem Cells.

[5] Bi Y (2007). Identification of tendon stem/progenitor cells and the role of the extracellular matrix in their niche. Nat. Med..

[6] Lee CH (2015). Harnessing endogenous stem/progenitor cells for tendon regeneration. J. Clin. Invest.

[7] Yin Z (2016). Single-cell analysis reveals a nestin+ tendon stem/progenitor cell population with strong tenogenic potentiality. Sci. Adv..

[8] Harvey T, Flamenco S, Fan CM (2019). A Tapp3^+^ Pdgfra^+^ tendon stem cell population contributes to regeneration and reveals a shared role for PDGF signalling in regeneration and fibrosis. Nat. Cell Biol..

[9] Ito Y (2010). The Mohawk homeobox gene is a critical regulator of tendon differentiation. Proc. Natl. Acad. Sci. USA.

[10] Kimura W (2011). Irxl1 mutant mice show reduced tendon differentiation and no patterning defects in musculoskeletal system development. Genesis.

[11] Liu H (2015). Mohawk promotes the tenogenesis of mesenchymal stem cells through activation of the TGFbeta signaling pathway. Stem Cells.

[12] Liu W (2010). The atypical homeodomain transcription factor Mohawk controls tendon morphogenesis. Mol. Cell Biol..

[13] Suzuki H (2016). Gene targeting of the transcription factor Mohawk in rats causes heterotopic ossification of Achilles tendon via failed tenogenesis. Proc. Natl. Acad. Sci. USA.

[14] Liu H, Xu J, Jiang R (2019). Mkx-deficient mice exhibit hedgehog signaling-dependent ectopic ossification in the achilles tendons. J. Bone Min. Res..

[15] Dejana E (2010). The role of wnt signaling in physiological and pathological angiogenesis. Circ. Res.

[16] Butler, A., Hoffman, P., Smibert, P., Papalexi, E. & Satija, R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol*. **36**, 411–420 (2018).10.1038/nbt.4096PMC670074429608179

[17] Noack S (2014). Periostin secreted by mesenchymal stem cells supports tendon formation in an ectopic mouse model. Stem Cells Dev..

[18] Van den Plas D, Merregaert J (2004). Constitutive overexpression of the integral membrane protein Itm2A enhances myogenic differentiation of C2C12 cells. Cell Biol. Int.

[19] Van den Plas D, Merregaert J (2004). In vitro studies on Itm2a reveal its involvement in early stages of the chondrogenic differentiation pathway. Biol. Cell.

[20] Boeuf S (2009). Enhanced ITM2A expression inhibits chondrogenic differentiation of mesenchymal stem cells. Differentiation.

[21] Wenstrup RJ (2011). Regulation of collagen fibril nucleation and initial fibril assembly involves coordinate interactions with collagens V and XI in developing tendon. J. Biol. Chem..

[22] Docheva D, Hunziker EB, Fassler R, Brandau O (2005). Tenomodulin is necessary for tenocyte proliferation and tendon maturation. Mol. Cell Biol..

[23] Gehwolf R (2016). Pleiotropic roles of the matricellular protein Sparc in tendon maturation and ageing. Sci. Rep..

[24] Qiu X (2017). Single-cell mRNA quantification and differential analysis with Census. Nat. Methods.

[25] Zhang Q, Zhou D, Wang H, Tan J (2020). Heterotopic ossification of tendon and ligament. J. Cell Mol. Med.

[26] Hilberg F (2008). BIBF 1120: triple angiokinase inhibitor with sustained receptor blockade and good antitumor efficacy. Cancer Res..

[27] Huang AH, Lu HH, Schweitzer R (2015). Molecular regulation of tendon cell fate during development. J. Orthop. Res.

[28] Sugg KB (2018). Postnatal tendon growth and remodeling require platelet-derived growth factor receptor signaling. Am. J. Physiol. Cell Physiol..

[29] Tan, G. K. et al. Tgfbeta signaling is critical for maintenance of the tendon cell fate. *Elife***9**, e52695 (2020).10.7554/eLife.52695PMC702586131961320

[30] Kusumbe AP, Ramasamy SK, Adams RH (2014). Coupling of angiogenesis and osteogenesis by a specific vessel subtype in bone. Nature.

[31] Cocks M (2017). Vascular patterning in human heterotopic ossification. Hum. Pathol..

[32] Olsson AK, Dimberg A, Kreuger J, Claesson-Welsh L (2006). VEGF receptor signalling - in control of vascular function. Nat. Rev. Mol. Cell Biol..

[33] Andrae J, Gallini R, Betsholtz C (2008). Role of platelet-derived growth factors in physiology and medicine. Genes Dev..

[34] Ornitz DM, Itoh N (2015). The fibroblast growth factor signaling pathway. Wiley Interdiscip. Rev. Dev. Biol..

[35] Huang da W, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[36] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[37] Chen S (2017). AfterQC: automatic filtering, trimming, error removing and quality control for fastq data. BMC Bioinforma..

[38] Patel RK, Jain M (2012). NGS QC Toolkit: a toolkit for quality control of next generation sequencing data. PLoS One.

[39] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[40] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[41] Zou Z (2021). A single-cell transcriptomic atlas of human skin aging. Dev. Cell.

[42] Ho TC (2019). PEDF-derived peptide promotes tendon regeneration through its mitogenic effect on tendon stem/progenitor cells. Stem Cell Res. Ther..

# Supplementary material for: Single cell analysis reveals inhibition of angiogenesis attenuates the progression of heterotopic ossification in Mkx−/− mice
**Source:** Bone Res. 2022 Jan 7;10:4. doi: 10.1038/s41413-021-00175-9
**Supplement:** Supplementary file 2 — Supplementary Data

**Supplementary Data**

Supplementary Figures and Figure Legends

**Supplementary Fig. S1**

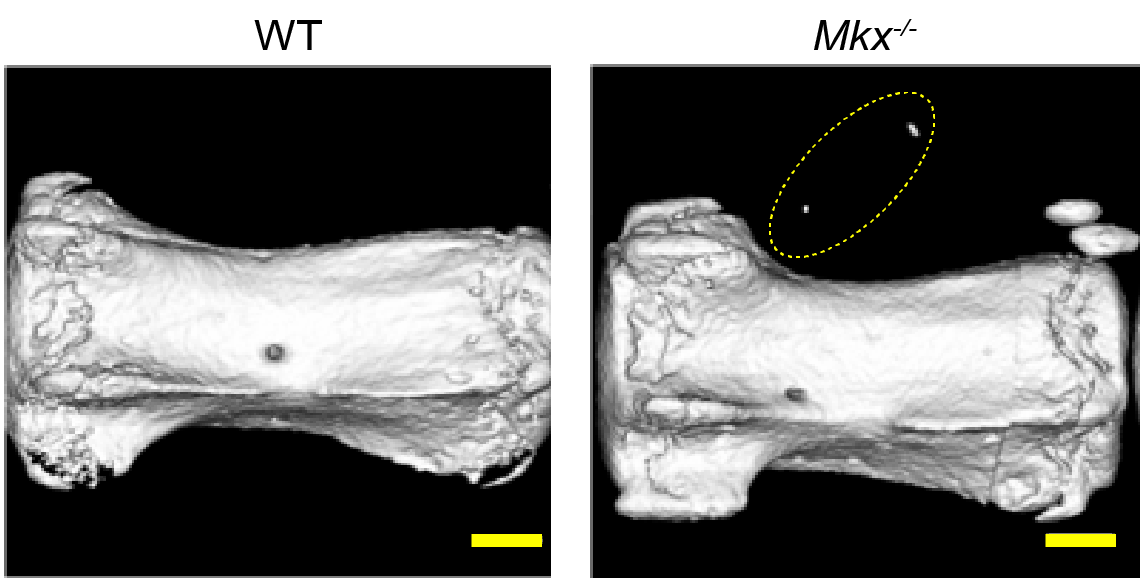

**Supplementary Fig. S1.** MicroCT analysis of WT and *Mkx^-/-^* tail tendons. MicroCT examination of tail tendons from WT and *Mkx^-/-^* mice. The dotted circle indicates the heterotopic bone. Scale bar, 1 mm.

**Supplementary Fig. S2**

**
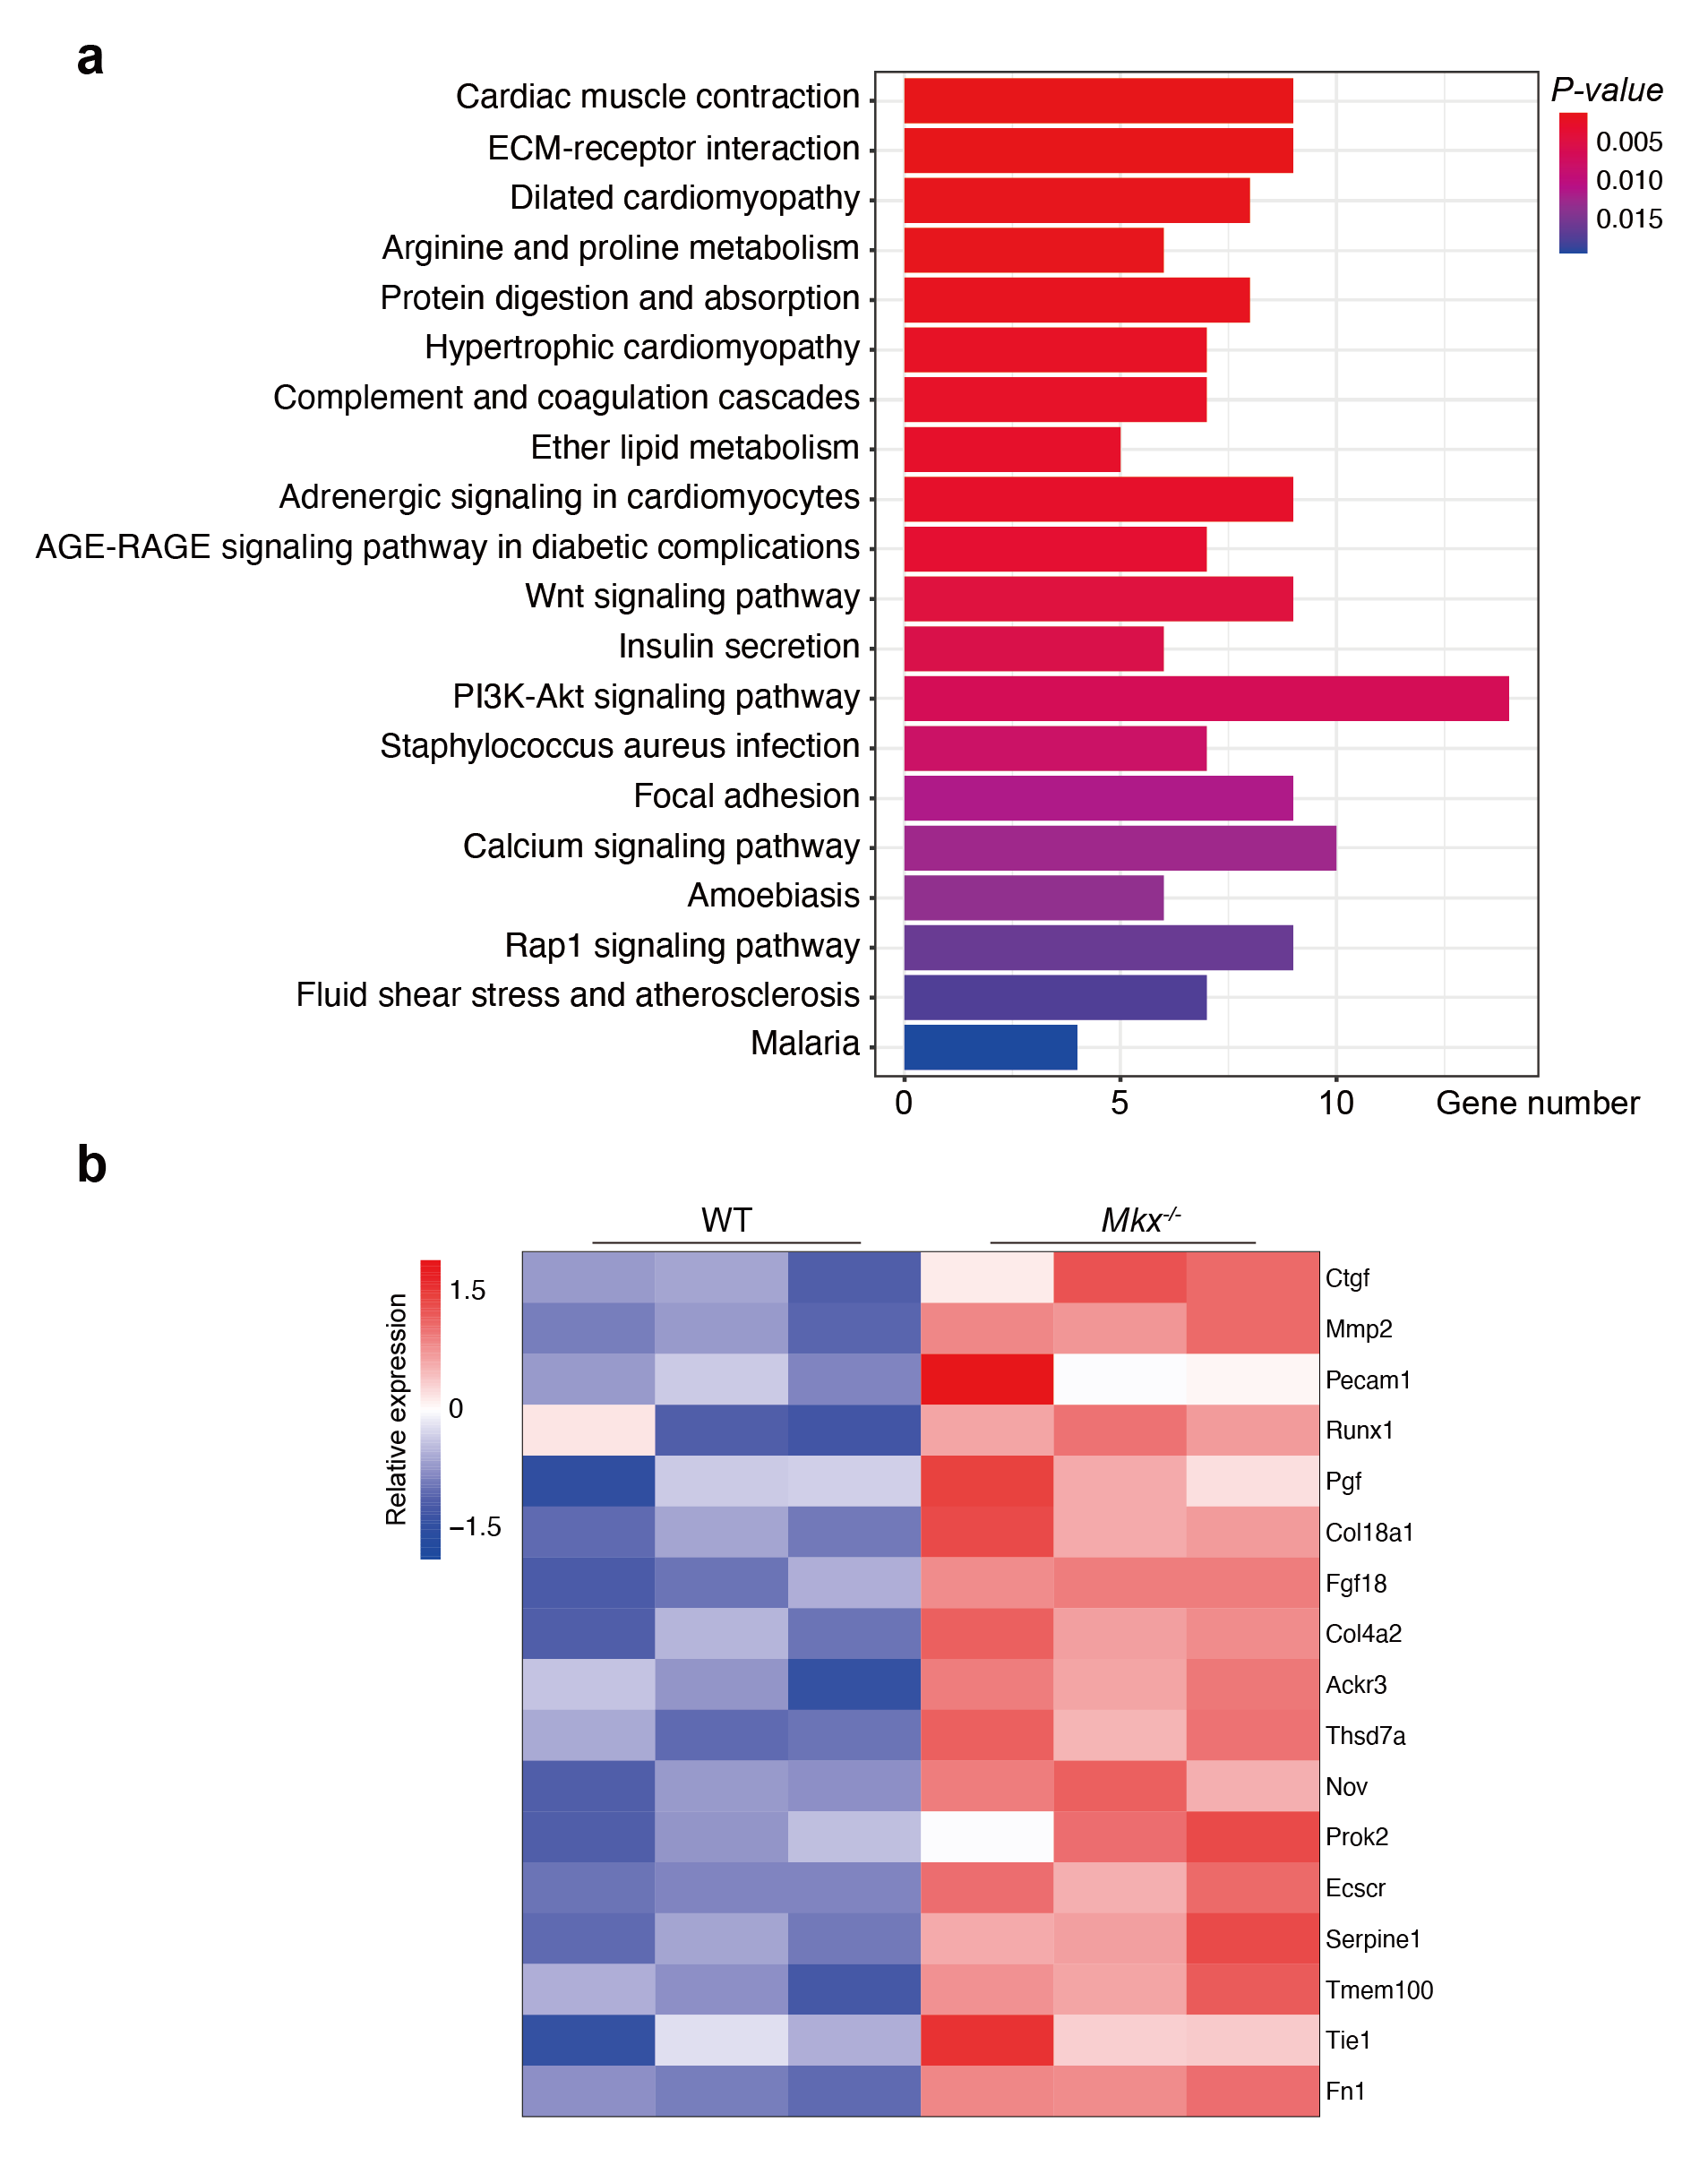
**

**Supplementary Fig. S2.** KEGG pathway analysis and heatmap plot of genes upregulated upon *Mkx* knockout. **a** Top 20 significantly enriched KEGG pathways. The color of the bar denotes the P value. X-axis: Number of genes related to the enriched KEGG terms. **b** Heatmap showing the expression of known angiogenic factors.

**Supplementary Fig. S3**

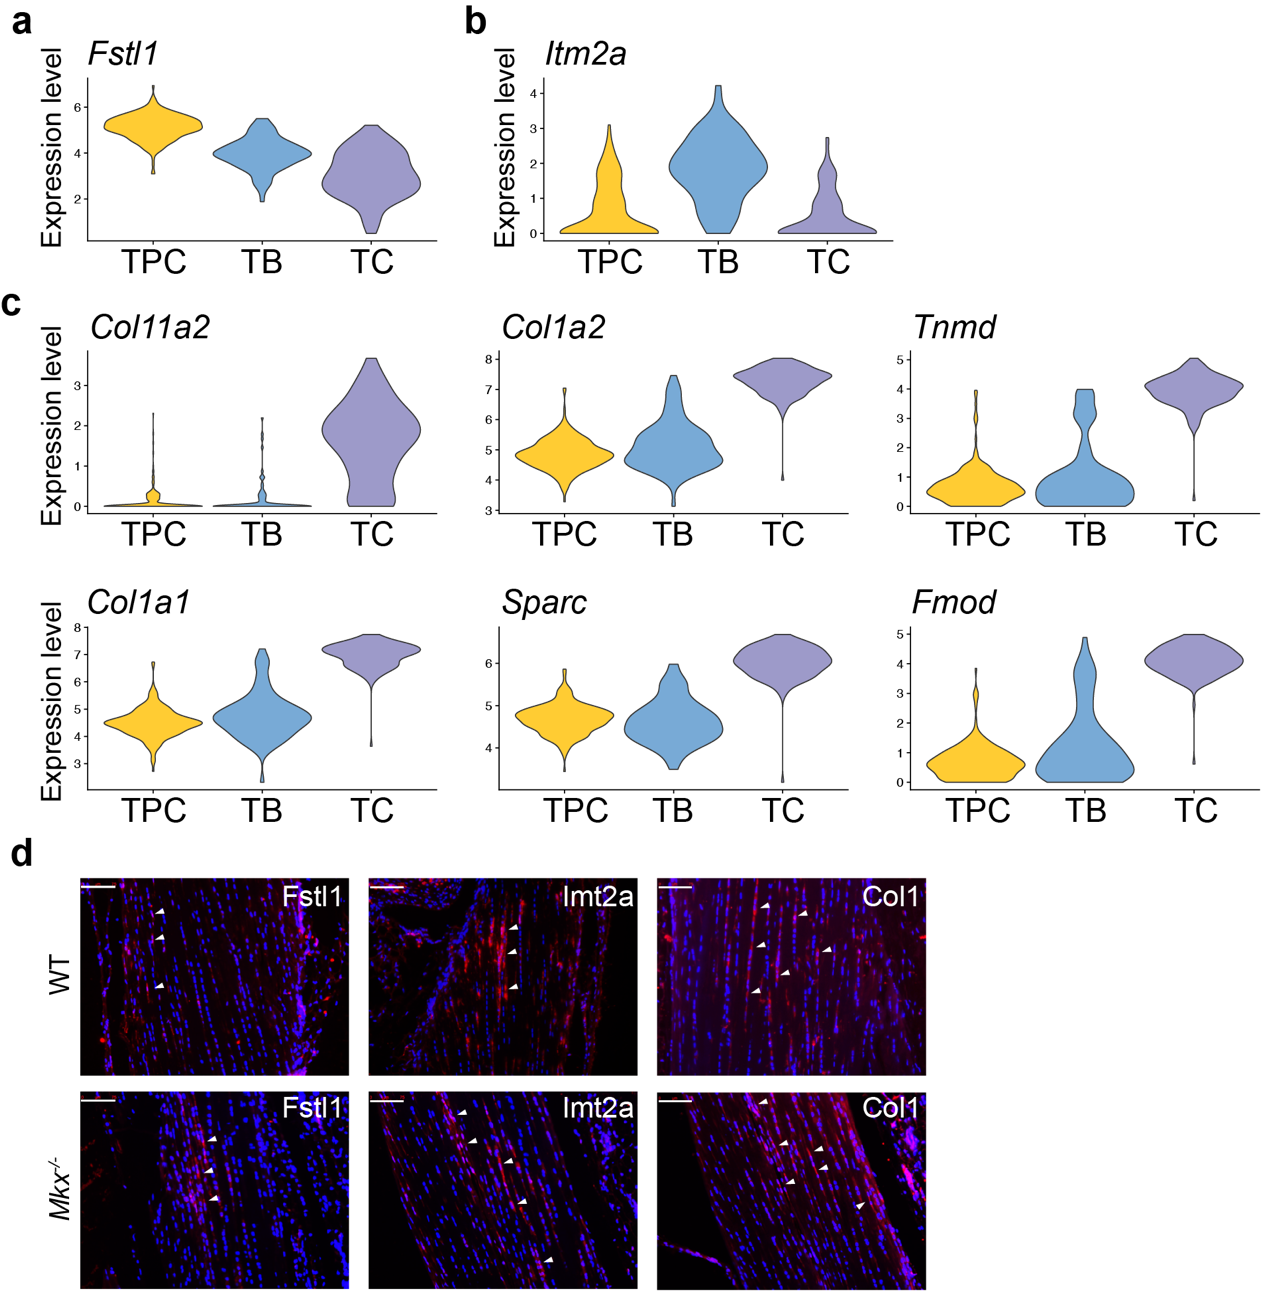

**Supplementary Fig. S3.** Violin plots and immunofluorescence staining of representative marker genes in each cell cluster. **a-c** Violin plot of the TPC marker Fstl1 (**a**), TB marker Itm2a (**b**) and TC markers (**c**). **d** Immunofluorescence staining of Fstl1, Itm2a and Col1 in Achilles tendons. Scale bar: 75 μm.

**Supplementary Fig. S4**

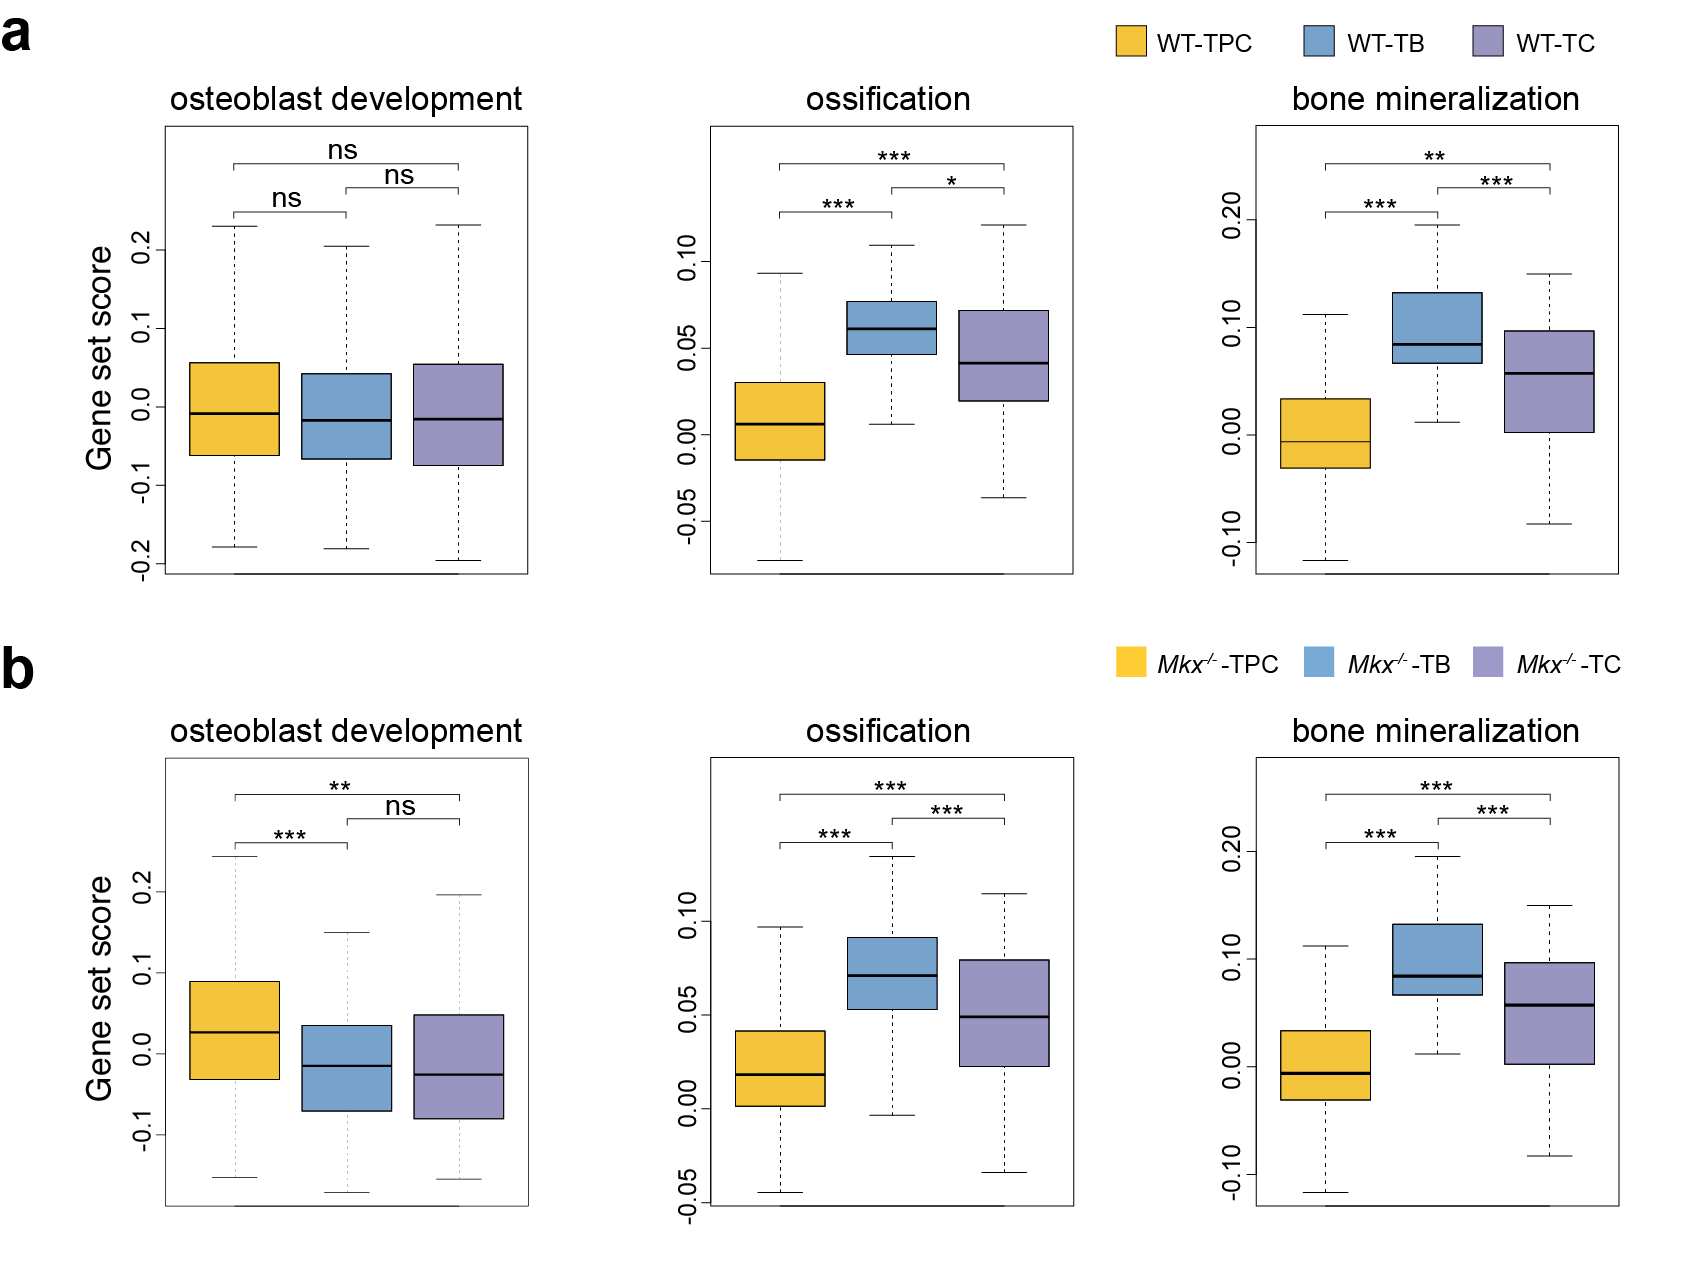

**Supplementary Fig. S4.** Gene set enrichment analysis of pathways related to osteoblast development, ossification, and bone mineralization in WT (**a**) and *Mkx^-/-^* (**b**) TPCs, TBs and TCs. ns: no significance; **p < 0.01; ***p < 0.001 (two-sided Wilcoxon rank-sum test). TPCs: tendon progenitor cells, TBs: tenoblasts; TCs: tenocytes.

**Supplementary Fig. S5**

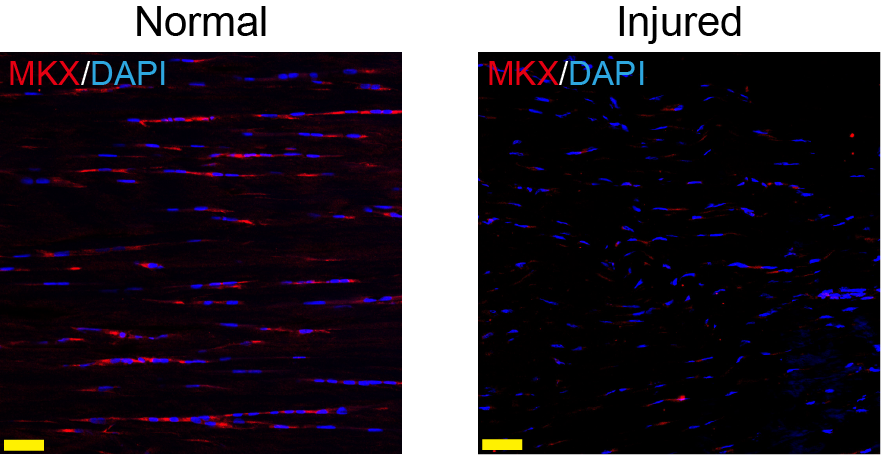

**Supplementary Fig. S5.** Immunofluorescence staining of Mkx in normal and injured rat tendons. Scale bar, 50 μm.

**Supplementary Fig. S6**

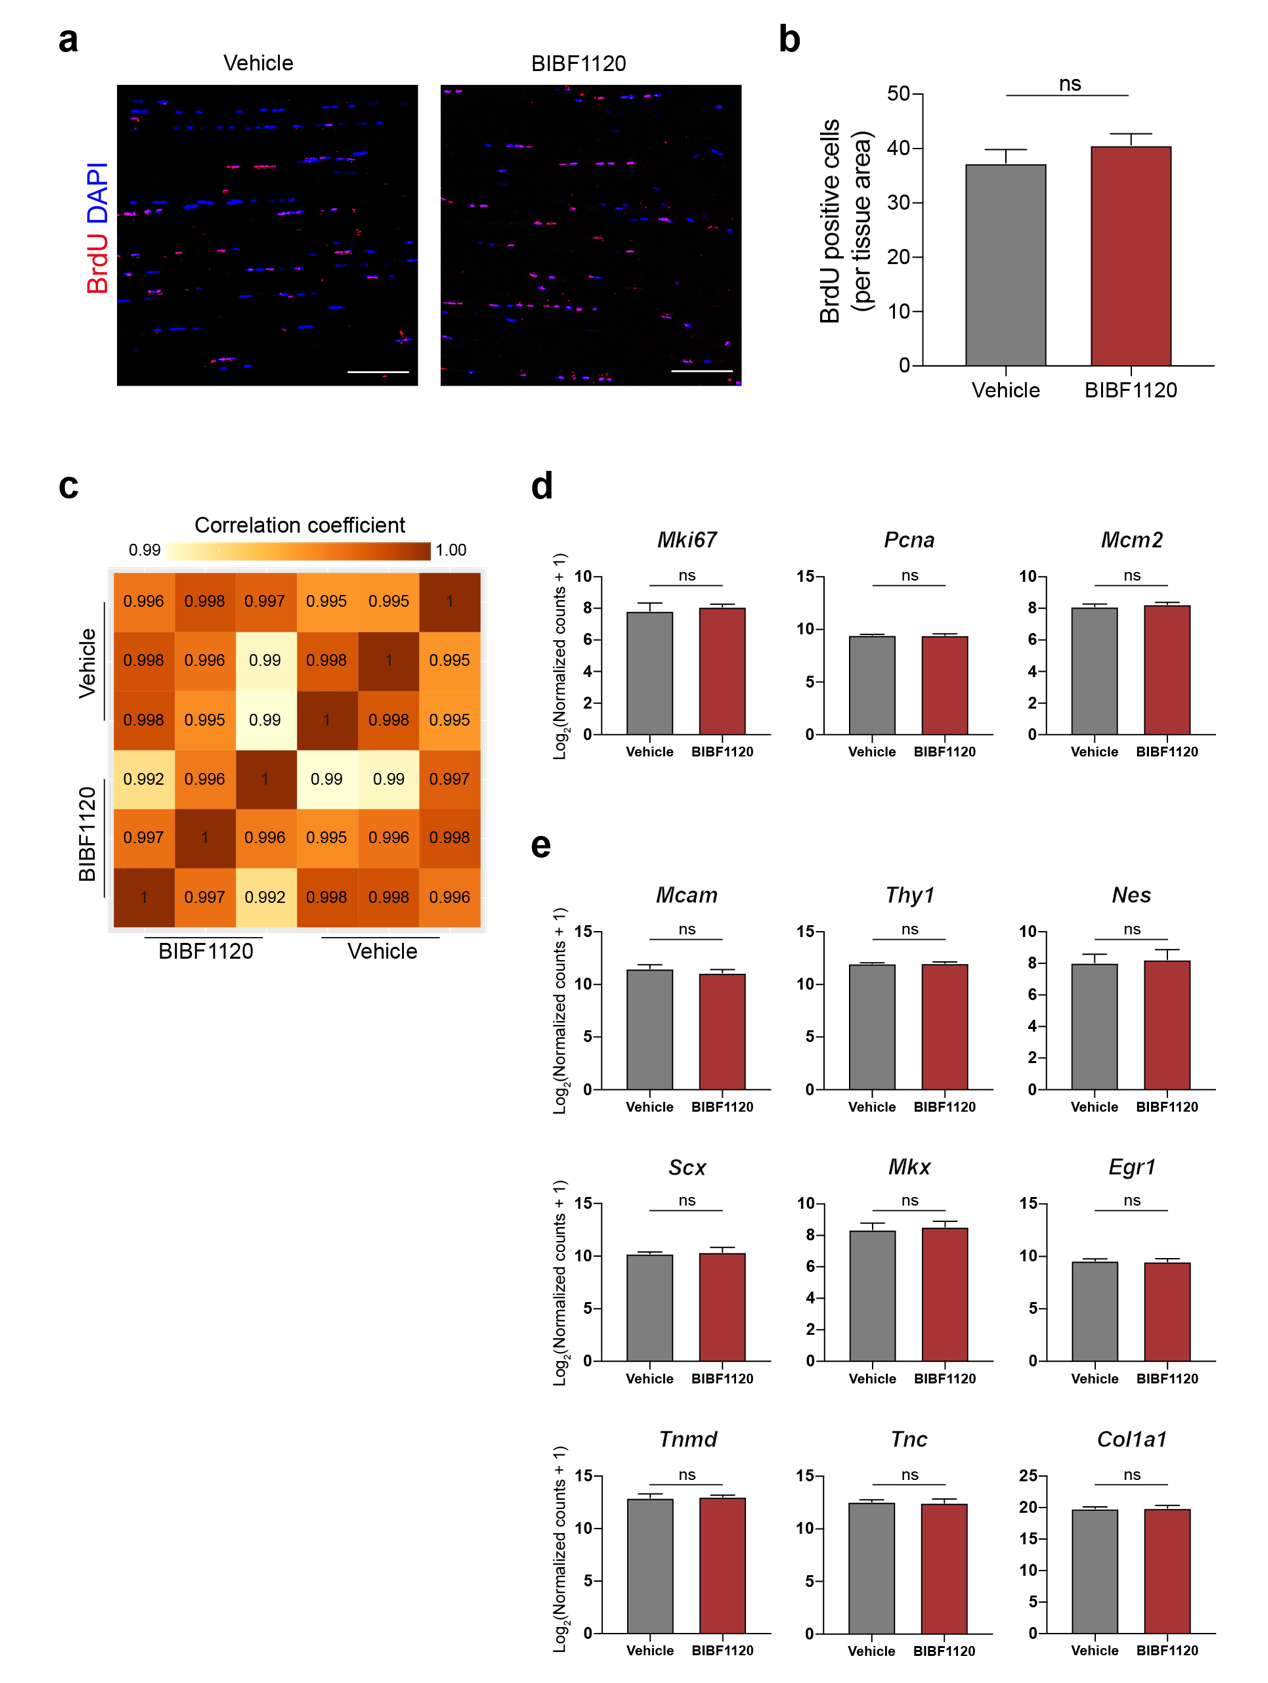

**Supplementary Fig. S6.** Effects of BIBF1120 on tendon cell proliferation and gene expression. **a, b** Immunostaining of BrdU (**a**) and statistical analysis of BrdU+ cells (**b**) treated with BIBF1120 or vehicle. The data are shown as the mean ± s.d. **c** Clustered heatmap showing the Pearson correlation coefficients of transcriptome-wide gene expression in tendons treated with BIBF1120 or vehicle. **d** Expression of proliferation markers in tendons treated with BIBF1120 or vehicle. **e** Expression of tendon and tendon progenitor/stem cell markers in tendons treated with BIBF1120 or vehicle. ns: no significance.

How the deposited data were processed for this re-analysis (not part of the article)

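Bulk RNA-seq counts of tail tendons from 3 WT and 3 *Mkx*-/- mice were analysed. Single-cell, rat and histological experiments were not analysed here. The authors deposited raw counts, whole numbers of reads per gene symbol without normalization, after removing adaptor sequences and low-quality reads and aligning to mm9. All 6 columns of the table were matched to samples by their labels, and 0 columns were left unused. Of 44788 symbols, 19011 had 0 counts in every library. The depth of 10835070 to 14160301 counts per library leaves genes with about 10 counts, such as *Runx2*, with a large counting error.

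From the deposited counts, normalized CPM and log2 fold changes were computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, a quasi-likelihood fit on genotype alone (robust = FALSE) and Benjamini-Hochberg adjustment. Fold changes are those of edgeR's fit, with a prior count of 0.125. DESeq2 1.42.0 was run as an alternative, and camera and fry came from limma 3.58.1. In all, 24 gene lists were written or taken from the paper before the data were examined, and the 19 with at least 5 tested genes were tested as sets. The other 5 were reported by gene. *Mkx* was in no list. Coordinates are those of the GENCODE annotation of mm9. *Runx2* has a pair of overlapping records there, so no coordinates are given for it.

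On simulated counts, drawn from the means, dispersions and library sizes of the 14550 genes with 200 genes changed by a log2 fold change of 2 up or down, edgeR recovered 183 of the 200 with 9 false calls, and DESeq2 recovered 184 with 14 false calls. Of 20 lists of unchanged genes, camera and Fisher's exact test called 0. Each gene was drawn independently, so these lists do not test camera on genes that vary together, as those of a tissue can. The planted change was above the calling threshold of 1, so the recovery does not hold for changes near that threshold.

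The text names *Mkx*, the genes of Fig. 2d and Supplementary Fig. S2b, the 5 largest changes in each direction among called genes with a mean of at least 5 CPM and no overlap between the groups, at most the 5 members of each list with the smallest p, the genes the paper names from its single-cell data, and sex-linked genes. This rule was written before the data were examined. A few results that it covers are withheld for evaluation and left out. *Armc4*, *Plac9b*, genes that mark single libraries and the most abundant members of cell type lists were named after their values were seen.

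The alternatives set before the data were examined were DESeq2 with and without a prior on the fold change, RLE and upper-quartile scaling, filters of 1 count in any library and of 10 counts in every library, glmTreat, a robust fit, removal of the skeletal muscle list, the replicate number as a block, and each library left out in turn. All of these were run for the counts of called genes. Single genes (*Mkx*, those of Fig. 2d and Supplementary Fig. S2b, the largest changes and *Armc4*) were run under all but the prior and glmTreat. Shifts of lists were run under fry, an estimated correlation, RLE scaling, both filters, removal of the muscle list, the block and each library left out, and over-representation under DESeq2's calls, the filter of 10 counts and removal of the muscle list. Scaling by library size only, run for the counts, single genes and shifts of lists, and offsets for GC content and transcript length, run for the counts, were chosen after seeing the data. Ranges over the alternatives cover the settings run for that kind of result. Values of chi-square per degree of freedom between replicate libraries lay between 8.22 and 40.1, so no pair was a repeat of one library. WT replicate 1 had the highest, 38.3 and 40.1 against WT replicates 2 and 3, which had 8.22 between them.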

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

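The edgeR and camera tests, Fisher's exact tests of the lists and the fits leaving out a library were set before the data were examined. The tests of explanations in this part were chosen after the results were seen, apart from a comparison of *Xist* and Y-linked genes between the groups. First forms of the tests of library order, of the region around *Mkx*, of sex and of scaling were replaced after their results had been seen, because they could not separate the explanations. The items below lie in genes the paper does not discuss.

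Macrophage and leukocyte genes were lower in *Mkx*-/- tendons. None of the 11 genes was higher, with 9 lower at an unadjusted p under 0.05, and the median log2 fold change was -0.46 (camera, adjusted p = 5.00e-06, between 2.47e-07 and 0.213 over the alternatives). The most abundant were *Lyz2*, at 248 ± 24.1 CPM in WT and 169 ± 26.0 CPM in *Mkx*-/- tendons, and *Csf1r*, at 103 ± 3.63 and 66.6 ± 3.44 CPM (SD, n = 3 each). Scaling by total counts alone raised the median of all genes by 0.25 and left this list at -0.20, which argues against the scaling as the whole source. The genes did not share an order of the *Mkx*-/- libraries more than random lists of the same expression (permutation test, adjusted p = 0.226), so this test cannot tell whether the amount of such cells varied between libraries. Fewer leukocytes in the mutant and lower expression within them both stay open. Of the 11 genes, 10 were above 5 CPM in every WT library.

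Schwann cell genes were higher. All 8 were higher, and 7 were higher at an unadjusted p under 0.05 in edgeR. In edgeR 0 were upregulated, and DESeq2 called 1 upregulated (Fisher's exact test, adjusted p = 0.305). The median log2 fold change was 0.91 (camera, adjusted p = 0.000108, between 5.89e-12 and 0.333 over the alternatives). *Mbp* rose from 2104 ± 400 to 4179 ± 1242 CPM (SD, n = 3 each). In 6 of the 8 genes the *Mkx*-/- libraries ranked in the order 3, 2, 1, more than in random lists (permutation test, adjusted p = 0.0147), which is consistent with different amounts of nerve in the libraries. The mean level was 7.54 log2 CPM in *Mkx*-/- replicate 1, inside the WT range of 7.19 to 7.58, against 8.41 and 8.64 in the other 2. A lower share of tendon cells would raise the leukocyte genes as well, and their median was -0.46. Fewer leukocytes in the mutant could hide such a rise, so this median cannot decide it, and a lower share of tendon cells stays open. A change of nerve in the mutant stays open and was not tested.

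Keratinocyte genes were higher, with a median of 1.42 over 6 genes (camera, adjusted p = 0.00435, between 9.60e-08 and 0.333 over the alternatives). In edgeR all 6 were higher, 0 were past the adjusted threshold and 4 were higher at an unadjusted p under 0.05. DESeq2, which tested 7 genes of the list, called 1 upregulated (Fisher's exact test, adjusted p = 0.28). The most abundant, *Dsp* and *Krt5*, reached 6.52 ± 1.85 and 6.13 ± 0.757 CPM (SD, n = 3) in *Mkx*-/- tendons. The list was lowest in WT replicate 1, but its median was still 1.01 without that library, so that library alone is not the source. The genes did not share an order of the *Mkx*-/- libraries more than random lists (permutation test, adjusted p = 0.440, and 0.0960 for the WT libraries), so this test cannot tell whether the amount of attached skin varied between libraries, and attached skin stays open. The hair genes *Krt71* and *Tchh* had 2 and 21 counts in WT replicate 1 and at least 246 and 256 in each other library.

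Red blood cell genes were lower, with a median of -1.70 over 6 genes (camera, adjusted p = 0.0178, between 0.000119 and 0.444 over the alternatives). In edgeR none was higher, 0 were past the adjusted threshold and 2 were lower at an unadjusted p under 0.05. DESeq2 called 1 of the 6 downregulated (Fisher's exact test, adjusted p = 0.196). *Hbb-bs* had 93.9 ± 85.7 CPM in WT and 26.0 ± 4.06 CPM in *Mkx*-/- tendons (SD, n = 3 each), and reads could be split among hemoglobin paralogs. Without WT replicate 1 the median was -0.52 (camera, adjusted p = 0.199), so blood in that library may be the larger part of the difference. Without *Mkx*-/- replicates 1 and 3 the medians were -1.60 and -1.37, not past the threshold (camera, adjusted p = 0.0580 and 0.0537). In 5 of the 6 genes the WT libraries ranked in the order 1, 3, 2 (permutation test, adjusted p = 0.0147), and the *Mkx*-/- libraries shared no order more than random lists (adjusted p = 0.440).

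Immediate early genes were lower, with a median of -0.66 over 12 genes (camera, adjusted p = 0.000166, between 4.60e-07 and 0.253 over the alternatives), and 9 of the 12 were lower. Of these, 3 were downregulated, more than by chance (Fisher's exact test, adjusted p = 0.00293). *Fosb* fell from 116 ± 16.3 to 45.0 ± 4.86 CPM and *Dusp1* from 211 ± 72.6 to 90.6 ± 10.0 CPM (SD, n = 3 each). Without WT replicate 1, which had the highest level, the median was -0.46 and past the threshold, which argues against that library as the whole source. In 7 of the 12 genes the WT libraries ranked in the order 1, 3, 2 (permutation test, adjusted p = 0.0472), and the *Mkx*-/- libraries shared no order more than random lists (adjusted p = 0.688). The handling of the tissue between death and lysis, which could change these genes, was not tested.

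*Armc4*, the gene next to *Mkx*, was higher. It lies 83.5 kb from *Mkx* on chromosome 18, from 7088231 to 7297899 on the same strand, and had 43, 50 and 44 counts in WT and 229, 207 and 216 counts in *Mkx*-/- libraries. Its log2 fold change was 2.16 (standard error 0.21, edgeR adjusted p = 0.00171, between 3.03e-13 and 0.0154 over the alternatives). Within 5 Mb of *Mkx*, 4 of 31 tested genes were called (*Bambi*, *Armc4*, *Greb1l* and *Abhd3*), against 3.36% elsewhere (one-sided Fisher's exact test, p = 0.0198, adjusted p = 0.0989 over 5 window sizes). The 5 Mb window was chosen after these neighbours had been seen, and the other sizes were added later. At 1, 2, 10 and 20 Mb the p was 0.241, 0.315, 0.0934 and 0.256. The share of called genes was as large around 9.65%, 11.4%, 3.07%, 9.65% and 16.9% of the other called genes at 1, 2, 5, 10 and 20 Mb. A change across the region, through the targeted allele or a flanking strain sequence, thus cannot be told apart from a change in *Armc4* alone, because few genes lie near.

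WT replicate 3 was male, with 301 counts of *Ddx3y*, 299 of *Eif2s3y*, 160 of *Kdm5d* and 96 of *Uty*, and the other 5 libraries had 0 of each. Among the 5 female libraries, where sex does not vary, 215 genes were called over all genes tested, and the adjusted p threshold allows 10.8 false calls among them. Of the 468 calls of all 6 libraries, 206 are among these 215, which argues against sex as the source of most of the 206. The other 262 calls may depend on sex or on the smaller number of libraries, and these cannot be told apart. Leaving out a female library kept 385 calls without WT replicate 1, 214 without WT replicate 2, and 303, 263 and 274 without *Mkx*-/- replicates 1, 2 and 3, so the number kept differs widely with the library left out.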

How the results depend on the processing

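The call counts and lists below were recomputed under the alternatives. With 1 count in any library as the filter, 541 genes were upregulated and 322 downregulated, among 25777 genes tested in place of 14550. With glmTreat, the counts were 34 and 41, all of them among the calls of the test against 0. Across the 6 fits that each left out one library, upregulated genes numbered from 103 to 321 and downregulated genes from 112 to 248, both lowest without WT replicate 3 and highest without WT replicate 1. Without WT replicate 3, 98 and 108 of the calls were shared with those of all 6 libraries. The counts stayed within 1.5 times under DESeq2, RLE, upper-quartile, the filter of 10 counts, the robust fit and removal of the muscle list. Scaling by library size only, chosen after seeing the data, gave 711 upregulated and 154 downregulated genes, so that 82.2% of calls were upward in place of 58.8%. This scaling moved the median log2 fold change of all genes to 0.25.

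The replicate numbers did not pair the samples. The correlations of the deviations of same-numbered libraries were 0.0261, -0.210 and 0.297. With the replicate block, 195 genes were upregulated and 136 downregulated, and the median of the collagen fibril list was 0.053 (camera, adjusted p = 0.0663) and that of the tendon list -0.034, with the direction of its test reversed (adjusted p = 0.912).

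With an estimated correlation or fry, the medians stayed the same by construction and the p-values changed. The skeletal muscle list (median 2.82) had an adjusted p of 0.228 and 0.0573, the endothelial list (0.95) 0.299 and 0.0815, and the collagen fibril list (0.047) 0.457 and 0.133. The integrin list (0.43) had 0.228 under an estimated correlation. Under fry, the Wnt list (0.22) and the GO ossification list (0.067) passed the threshold, with 0.0159 and 0.0127, and the tendon list (-0.024) changed direction at 0.990. With the filter of 1 count, the median of the Wnt list was 0.28 (camera, adjusted p = 0.0284). With each library left out, the median of the collagen fibril list ranged from -0.038 to 0.13 and was past the threshold in 3 of 6 fits. The median of the tendon list ranged from -0.21 to 0.092, with its direction reversed in 3 of 6. GO ossification was 2.16 times as frequent as chance among the upregulated genes of DESeq2 and 2.49 times among its downregulated genes (Fisher's exact test, adjusted p = 0.00905 and 0.00648). The cause of these changes was not tested.

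Of *Mkx*, the genes of Fig. 2d and Supplementary Fig. S2b, the 5 largest changes in each direction and *Armc4*, none changed direction under the alternatives run for single genes. *Spp1* lost significance with the robust fit (edgeR adjusted p = 0.0545), the replicate block (0.0682) and in 5 of the 6 fits that left out a library. *Thsd7a* lost it with the replicate block (0.0961) and in 5 of these 6, *Plac9a* with the robust fit (0.0889) and in 4, *Ctgf* in 4, *Postn* in 2, and *Ackr3* and *Col4a2* in 1 each.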

Differences from the paper's values

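The paper reports 393 upregulated and 283 downregulated genes. The edgeR test gave 275 and 193, within 1.5 times of the paper's values, and DESeq2, the tool of the paper's Methods, gave 385 and 275.

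The paper states that the angiogenic and osteochondrogenic genes of Fig. 2d and Supplementary Fig. S2b are significantly upregulated. All of them were higher, but *Pecam1*, *Runx1*, *Sox9*, *Runx2*, *Pgf*, *Prok2* and *Tie1* were not past an adjusted p of 0.05 in edgeR, with adjusted p from 0.0557 for *Prok2* to 0.120 for *Pecam1*. The legend of Fig. 2d does not say whether its p is adjusted. Without adjustment, all 8 genes of Fig. 2d and all 17 of Supplementary Fig. S2b were past 0.05 in edgeR's quasi-likelihood test. DESeq2 called *Pecam1*, *Runx1*, *Pgf*, *Prok2* and *Tie1*, and not *Sox9* (adjusted p = 0.0626) or *Runx2* (0.109). With 1 count in any library as the filter, edgeR called *Pecam1*, *Runx1*, *Sox9*, *Pgf*, *Prok2* and *Tie1*. *Runx1* was also called with the replicate block and without WT replicate 1, and *Prok2* without *Mkx*-/- replicate 3. *Runx2* was called under none of the alternatives set before the data were examined. With library size only, an alternative chosen after seeing the values, edgeR called *Runx1*, *Sox9*, *Runx2* (adjusted p = 0.0390), *Pgf*, *Prok2* and *Tie1*.

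Fig. 2d shows medians of log2 normalized counts, read by eye as about 13, 12, 6.2, 7.3, 5.3, 3.2, 9.1 and 10 in WT in Fig. 2d and about 15, 13, 6.8, 8.7, 6.0, 4.5, 10 and 12 in *Mkx*-/- tendons in Fig. 2d, for *Ctgf*, *Mmp2*, *Pecam1*, *Runx1*, *Sox9*, *Runx2*, *Spp1* and *Postn*. The medians computed here with DESeq2's size factors were 13.45, 11.84, 6.18, 7.302, 5.33, 3.22, 9.12 and 10.46 in WT and 14.70, 12.92, 6.82, 8.68, 5.98, 4.44, 10.36 and 11.93 in *Mkx*-/- tendons. Rounded to the digits read, they equal the readings, apart from *Runx2* in *Mkx*-/- tendons, at 4.44 against about 4.5. Some readings were coarse, such as about 10 against 10.46 for *Postn* in WT. The readings of *Runx1*, *Mmp2* and *Postn* were noted after the computed medians had been seen, so their closeness carries less weight.

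The paper lists ossification among the terms of upregulated genes. The GO ossification list of Supplementary Table S1 was not over-represented among the upregulated genes of edgeR (Fisher's exact test, adjusted p = 0.204) and was in both directions with DESeq2's calls (adjusted p = 0.00905 upward and 0.00648 downward). The paper lists collagen fibril organization and tendon formation among the terms of downregulated genes. The hand-written collagen fibril list had 6 upregulated and 3 downregulated genes, and the tendon list had 0 downregulated genes in edgeR and 3 with DESeq2 (Fisher's exact test, adjusted p = 0.00364). These lists are not the paper's terms.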

Other observations

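The splits of the samples were set before the results were seen. For length and GC content the prediction was set before, and the offsets that test it were chosen after the data had been seen. For skeletal muscle the prediction of a shared order of libraries was set before. Its comparison with random lists was set after the levels had been seen, as were all other tests of explanations here. The edgeR, DESeq2 and camera tests, Fisher's exact tests of the lists and the fits leaving out a library were set before the data were examined.

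Only the real split of the 6 samples, 1 of 10, gave as many upregulated genes, and 1 of 10 as many downregulated genes. The other 9 splits gave 0 genes past both thresholds, with 107 to 989 genes at an unadjusted p under 0.05 against 3288 in the real split. With 10 splits the share cannot fall below 0.1.

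Fold changes were related to transcript length and GC content across the 12704 tested genes with a known length and GC content, with Spearman's rho of -0.146 and 0.220, where genes are not independent replicates. After a trend was removed from each library, 474 genes were called for length and 440 for GC content, against 455 without the correction, which argues against these biases as the source of most calls.

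More skeletal muscle attached to the *Mkx*-/- tendons is a candidate explanation for the muscle genes. In 32 of 38 genes the *Mkx*-/- libraries ranked in the order 1, 2, 3, where random lists of the same expression had a median of 10 in their most frequent order (permutation test, adjusted p = 0.000800, the smallest these could give). In the WT libraries 29 of 38 shared an order. The quartiles of the log2 fold changes were 2.44 and 3.03. *Acta1* had 50.3 ± 46.0 CPM in WT and 415 ± 254 CPM in *Mkx*-/- tendons, and *Myh1* had 61.3 ± 57.4 and 336 ± 249 CPM (SD, n = 3 each). Muscle genes switched on within tendon cells stay open.

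For endothelial genes, more vessel tissue in *Mkx*-/- replicate 3 alone was tested. Without that library the median log2 fold change was 0.51 and the list stayed past the threshold, so that library is not the whole source. In 12 of 22 genes the *Mkx*-/- libraries ranked in the order 3, 2, 1 (permutation test, adjusted p = 0.00320), which is consistent with different amounts of vessel tissue in the libraries. The 2 most abundant of them in WT tendons had log2 fold changes of 0.44 (*Eng*) and 0.019 (*Tek*), while *Erg*, the most abundant in *Mkx*-/- tendons, had 2.12. Of the 22 genes, 8 were above 5 CPM in every WT library and 3 are among those shown in Fig. 2d or Supplementary Fig. S2b. Mural and smooth muscle genes had a median of 1.28 over 8 genes, with 0 calls and 4 higher at an unadjusted p under 0.05 (camera, adjusted p = 0.0908). Camera passed the threshold with the filter of 1 count (median 1.58, adjusted p = 0.00982) and without *Mkx*-/- replicates 1 and 2 (1.54 and 1.54, adjusted p = 0.00216 and 0.00456), with a range of 0.00216 to 0.842 over the alternatives, and DESeq2 called 2 of the genes upregulated (Fisher's exact test, adjusted p = 0.0314). Without *Mkx*-/- replicate 3 the median was 0.085, so vessel tissue in that library may account for their difference. Their *Mkx*-/- libraries did not share an order more than random lists (permutation test, adjusted p = 0.0766).

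Genes that the paper names from single cells had these values in bulk. *Ogn*, *Mgp* and *Comp* had log2 fold changes of 0.88, 0.78 and 0.88 (adjusted p = 0.0191, 0.0508 and 0.0598 in edgeR and 1.22e-05, 0.00110 and 0.00200 in DESeq2). *Thbs1* had 1.85, *Flt1* 0.62, *Hif1a* 0.18 and *Vegfa* -0.32, with 0 of the 4 past the adjusted threshold and *Thbs1* alone at an unadjusted p under 0.05. Of 13 tendon cell markers, 8 were higher, with a median of 0.19 (camera, adjusted p = 0.242), 0.35 without WT replicate 2 and 0.10 without *Mkx*-/- replicate 1. The list pools markers of different cell types, so its median does not describe each type. The progenitor markers *Cd44*, *Ly6a*, *Fstl1* and *Thy1* had log2 fold changes of 1.47, 0.83, 0.64 and 0.19. The tenocyte markers *Col11a2*, *Col1a2*, *Sparc*, *Col1a1*, *Tnmd* and *Fmod* had -1.72, -1.02, -0.76, -0.68, -0.024 and 0.11. Of these, edgeR placed *Cd44*, *Ly6a* and *Col11a2* past the adjusted threshold, and DESeq2 also *Fstl1*, *Col1a2* and *Sparc*. *Cd44*, *Lgals3* and *Itm2a* were upregulated, more than by chance (Fisher's exact test, adjusted p = 0.00901, between 0.00496 and 0.0107 over the alternatives). *Col11a2* was downregulated (edgeR adjusted p = 0.0107), but the list was not over-represented downward (Fisher's exact test, adjusted p = 0.356). Of 3 adipocyte genes, *Car3* was upregulated, with a log2 fold change of 2.62 (edgeR adjusted p = 0.0258).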
